# Genome wide transcriptome analysis provides bases on colonic mucosal immune system development affected by colostrum feeding strategies in neonatal calves

**DOI:** 10.1186/s12864-018-5017-y

**Published:** 2018-08-28

**Authors:** Zhixiong He, Amanda Fischer, Yang Song, Michael Steele, Le Luo Guan

**Keywords:** Calf, Colon, Colostrum feeding, RNA-sequencing

## Abstract

**Background:**

Delivery of colostrum within the first several hours after birth is vital for establishing successful passive immunity in neonatal dairy calves. However, it is unclear whether a difference in colostrum feeding strategy can affect the development of the calf gastrointestinal tract. The aim of this study was to evaluate the effect of colostrum feeding time within the first 12 h after birth on the colonic mucosal immune system in neonatal calves using a genome wide transcriptome analysis.

**Results:**

RNA sequencing-based transcriptome analysis of colon tissues collected from 27 male Holstein calves which were randomly assigned to one of three colostrum feeding strategies – (immediately after birth (TRT0); 6 h after birth (TRT6); 12 h after birth (TRT12)) – and euthanized at 51 h of age detected 15,935 ± 210, 15,332 ± 415, and 15,539 ± 440 expressed genes in the colon under three treatments, respectively. The core transcriptome of the colon included 12,678 genes, with enriched “cellular process” and “metabolic process” as the top two biological functions with 802 of them being immune function related genes. Principal component analysis of the colon transcriptomes did not display a clear separation by colostrum feeding strategy and differential abundance analyses showed no significant difference in the expression of immune related genes among the treatments. Additionally, a weighted gene co-expression network analysis identified 4 significant (|correlation| > 0.50 and *p* ≤ 0.05) gene modules consisting of 122 immune related genes, which were positively or negatively correlated with the abundance of *Lactobacillus* and *Faecalibacterium prausnitzii* in the colon.

**Conclusion:**

Transcriptome analysis indicates that the development of the colonic mucosal immune system in neonatal calves may be independent of the timing of initial colostrum meal within 12 h after birth. Our results also provide a molecular understanding of colonic biological function in neonatal calves and extends knowledge on how host gene expression profiles are associated with the abundance of specific bacterial groups in the colon.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5017-y) contains supplementary material, which is available to authorized users.

## Background

Due to the presence of syndesmochorial placenta in dairy cows, immunoglobulins (Igs) cannot be transferred from the dam to the fetus, which results in the newborn calf being agammaglobulinemic [1]. Ingestion and absorption of adequate amounts of colostral IgG, known as the passive transfer of immunity, is a prerequisite for neonatal calf health and survival [2–4]. For instance, inadequate IgG absorption from colostrum is associated with higher risks of enteric infections caused by *rotavirus* and *Cryptosporidium spp.* [5]. It has been suggested that the timely delivery of high quality and quantity colostrum within the first 24 h after birth is vital for the establishment of passive immunity in calves [6, 7]. Recent studies have shown that substantially larger IgG intakes are required when feeding a colostrum meal more than 2 h after birth in order to achieve successful passive transfer [8], suggesting the importance of feeding colostrum to newborn calves immediately after birth. In addition to containing IgG, colostrum is also rich in a variety of bioactive components, such as growth factors, hormones and prebiotics [9], which are important for cellular growth and differentiation, and influence gut function, metabolism and immune reactions [10, 11]. Under practical management, not all calves can be fed within a few hours after birth. Therefore, we hypothesized that delaying colostrum feeding, even within the first hours after birth, would result in a delayed effect on the development of the mucosal immune system in the gastrointestinal tract.

In pre-ruminants, the dietary substrates that are not digested in the stomach and small intestine reach the colon and bacterial fermentation of nutrient substrates can produce short chain fatty acids (SCFAs). It has been reported that the SCFAs including butyrate and propionate play important roles in regulation gut physiology, barrier function, immune system and inflammatory response [12–14], suggesting that the colon functions as a site of immune response and the microbes in the colon could directly or indirectly affect the immune function of the colon via microbial production of SCFAs. However, knowledge on the functional development of the colon in pre-ruminants is limited and the functional development of the colon in neonatal calves has not been investigated. The objective of this study was to characterize the function of colon tissues during early life using RNA-sequencing (RNA-seq) based transcriptome analysis and to evaluate whether colonic mucosal immune system development of neonatal calves can be affected by a delayed colostrum feeding.

## Methods

### Animal, feeding and sample collection

The Livestock Care Committee of the University of Alberta reviewed and approved all procedures for the animal trial (AUP00001595), which complied with the guidelines of the Canadian Council of Animal Care [15]. Calves were born at the Dairy Research and Technology Centre of the University of Alberta from February to September of 2016, and only the male calves from a singleton birth with a body weight between 35 and 55 kg were chosen for the experiment. As a result, 27 male Holstein calves, 12 from primiparous heifers (H) and 15 from multiparous cows (C) with an average birth weight of 42.6 ± 4.21 kg (mean ± SD), were used in the current study. Immediately after birth, the calves were removed from the dam (without physical contact), ear tagged, weighed and housed in individual pens with straw bedding. The calves were randomly assigned to one of 3 feeding strategies for the initial colostrum meal after birth (7.5% of birth body weight; *n* = 9 each group, 4 from H and 5 from C): 1) fed immediately after birth (TRT0); 2) fed at 6 h after birth (TRT6); or 3) fed at 12 h after birth (TRT12). Pooled and pasteurized colostrum (62 g/L of IgG; Saskatoon Colostrum Company Ltd.; Saskatoon, SK, Canada) was thawed from frozen in a water bath and heated to 39 °C prior to feeding. At their respective feeding time, colostrum was tubed to calves using an esophageal tube feeder. Twelve hours after the colostrum meal, all calves were fed a milk replacer diet (260 g/kg crude protein, 180 g/kg crude fat; Excel Pro-Gro Calf Milk Replacer, Grober Nutrition, Cambridge, Ontario, Canada) at a volume of 2.5% of birth body weight every 6 h of life. There was no difference in calf birth weight among colostrum treatments and the sample collection was performed following the procedures described in the study of Fischer et al. [16]. Briefly, the calves were euthanized with an intravenous injection of pentobarbital sodium at 51 h of age, and 5-cm segments of the colon were collected distal to the ileo-cecal junction during dissection. The samples, rinsed three times with PBS buffer to remove ingesta, were immediately frozen in liquid-N_2_ and stored at − 80 °C freezer.

### RNA extraction and sequencing

Total RNA was extracted from frozen colon tissues using a mirVana total RNA Isolation Kit (Ambion, Carlsbad, CA, USA) following the manufacturer’s instruction. Firstly, ground frozen tissue (~ 100 mg) was mixed thoroughly with 10 volumes of mirVana Lysis/Binding Solution by vortexing for 30 s. Samples were then homogenized by a Precellys 24 homogenizer (Bertin Technologies, Montigny, France) for 30 s twice. After homogenization, an equal volume of Acid-Phenol:Chloroform (Ambion) was added, followed by vortexing the mixture for 1 min and centrifugation for 5 min at 10,000×g. The resulting aqueous solution was mixed thoroughly with 1.25 volumes of 100% ethanol and filtered through a mirVana column in a 700 μl aliquot twice. After the column was washed 3 times using the given wash solution, the RNA remaining in the column were eluted in nuclease-free water at 95 °C. The quality and quantity of RNA were measured by an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) and a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA), respectively. All RNA samples had least a 1.8 ratio of A260nm/A280nm measured by Nanodrop (Nanodrop Technologies, Wilmington, DE, USA) and had an integrity number of 7.0 or higher. All RNA samples were then stored at − 80 °C.

Total RNA (100 ng) from each sample was used for library construction using TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Firstly, total RNA was fragmented and the first and second strand cDNA were synthesized through reverse transcription. The cDNA was then subjected to end repair and 3′-end adenylation, followed by ligation of index adapters and PCR enrichment (98 °C for 30 s, followed by 15 cycles of: 98 °C for 10 s, 60 °C for 30 s, 72 °C for 30 s, and 72 °C for 5 min; the final products were held at 4 °C). Libraries (250–270 bp) were verified using an Agilent 2200 TapeStation (Agilent Technologies) and quantified with a Qubit fluorometer using a Qubit dsDNA HS Assay Kit (Invitrogen). The individual indexed libraries were then pooled and sequenced at Génome Québec (Montréal, Canada) on the Illumina HiSeq 4000 platform (Illumina) to obtain 100 bp paired-end reads.

### RNA sequencing data processing and normalization

Sequencing reads that did not pass the Illumina chastity filter in CASAVA 1.8 (Illumina) were discarded and filtered reads were then aligned to the reference bovine genome (UMD 3.1) using Tophat 2.1.1 [17, 18]. The BAM alignment files generated from Tophat were sorted using Samtools (v1.4) [19] and converted to SAM files. The SAM files were analyzed using HTSeq-count to obtain gene read counts based on the annotation from ENSEMBL bovine genes [20]. Reads that were assigned to more than one gene were not counted by HTSeq-count. To compare the expression profiles, the read counts of each gene were normalized to counts per million (CPM) using the following formula: CPM = (gene read counts/total mapped counts per library) × 1,000,000. Principal Component Analysis (PCA) was conducted with cluster samples based on gene expression data using R (R version 3.4.2).

### Transcriptome profiles and differential expression analysis

Genes with at least one CPM in all calves were considered as core genes. The functions of the core genes in the colon were annotated using protein annotation through evolutionary relationship (PANTHER; Version 12.0, released July 10, 2017) gene list analysis tool [21]. Functional classification of genes in categories such as molecular function, biological process and cellular component, were based on gene ontology (GO) annotations.

Differentially expressed (DE) genes were analyzed using the bioinformatics package edgeR (v3.5) [22]. The sequencing data was firstly filtered by keeping genes with at least one CPM in 50% of the samples per treatment group (5 out of 9 animals in each group). To investigate the overall colostrum treatment and parity effect on colonic transcriptome profiles, 4 contrasts including TRT6 vs. TRT0, TRT12 vs. TRT0, TRT12 vs. TRT6, and C vs. H were conducted. Another 9 contrasts including TRT6_H vs. TRT0_H, TRT12_H vs. TRT0_H, TRT12_H vs. TRT6_H, TRT6_C vs. TRT0_C, TRT12_C vs. TRT0_C, TRT12_C vs. TRT6_C, TRT0_C vs. TRT0_H, TRT6_C vs. TRT6_H, and TRT12_C vs. TRT12_H were also conducted to identify transcriptomic differences within colostrum treatment and parity. *p* values were multiple-test corrected for false discovery rate (FDR) using the Benjamini and Hochberg method, and significant DE genes were declared at fold change ≥1.2 and FDR ≤ 0.10.

### Analysis of specific genes related to mucosal immune system

To investigate the colonic mucosal immune system development affected by colostrum treatment and parity, the sequencing data of immune related genes was further analyzed. The immune related gene list was obtained from ImmPort database [23] based on their categorized function in cytokine, cytokine receptor, interleukin (IL), interleukin receptor, interferon, interferon receptor, tumor necrosis factor (TNF) family member, TNF family member receptor, transforming growth factor (TGF-b) family member, TGF-b family member receptor, chemokine, chemokine receptor, T cell receptor (TCR) signaling pathway, breakpoint cluster region (BCR) signaling pathway, natural killer cell, antigen processing and presentation, or antimicrobial (shown in Additional file 1). In addition, *IL10*, *signal transducers and activators of transcription 3* (*STAT3*), *nuclear factor kappa B 1* (*NFKB1*), *tumor necrosis factor* (*TNF*), *toll-like receptors* (*TLR*) *2*, *TLR4*, *claudin 4* (*CLDN4*) and *peptidoglycan recognition protein 1* (*PGLYRP1*) genes, which have been previously investigated in dairy calves, were also included as the representative genes of intestinal mucosal immunity [24–27].

### Gene co-expression network analysis

To identify the modules and key genes associated with bacterial populations in the colon, a gene co-expression network analysis was conducted based on their relationship with the copy numbers of *Lactobacillus*, *Faecalibacterium prausnitzii* (*F. prausnitzii*) and *Bifidobacterium* associated with the colon tissue and content using Weighted Gene Co-expression Network Analysis (WGCNA; v1.49) [28]. The microbial data were obtained from Fischer et al. [16] who used the same colon samples and reported above bacterial abundances using quantitative PCR. Automatic network construction and module detection function (blockwiseModules within the WGCNA) were used to generate subsets of genes, and the modules were correlated with abundance of *Lactobacillus*, *F. prausnitzii* and *Bifidobacterium* in the colon based on the following major parameters: minModuleSize of 30, reassign Threshold of 0, and mergeCutHeight of 0.30. The resulting gene modules were assigned with different color names by the software and Module-Trait relationships were calculated by Pearson correlation. Modules with significant correlations (|correlation| > 0.50 and *P* ≤ 0.05) were kept and further investigated.

## Results

### Colonic transcriptome profiles of neonatal dairy calves

A total of 877 million paired-end reads were obtained from all 27 samples, with an average of 32.5 ± 9.1 million reads per sample (Additional file 2). 

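Colon tissue was taken from 27 male Holstein calves at 51 h of age, 9 in each colostrum treatment. Colostrum was first fed at 0 h (TRT0), 6 h (TRT6) or 12 h (TRT12), and each treatment held 4 calves born to primiparous heifers (H) and 5 born to multiparous cows (C). The authors deposited the number of reads that HTSeq-count assigned to each Ensembl gene, without normalization, after alignment to UMD 3.1 with Tophat. Reads assigned to more than one gene were left out at that step, so genes with a near-identical copy are undercounted by an unknown amount. The gene counts summed to between 1163791 (X4154_2_C) and 4202593 (X4139_3_H) per calf. The totals lay between 1721538 and 2473396 in TRT0 (median 2257342), between 1163791 and 2949345 in TRT6 (median 1814105), and between 1314579 and 4202593 in TRT12 (median 2246958). These totals were 6.61% to 8.29% of the mapped reads listed in Additional file 2 (median 7.52%). All values below rest on the gene counts, so 1 CPM stood for 1.16 reads in the smallest library and 4.20 reads in the largest. A level of 3 counts, taken as the smallest that the depth can show, was 0.714 to 2.58 CPM depending on the calf and covers counting error only. No pair among the 351 pairs of calves had identical counts. The lowest chi-square per degree of freedom between calves was 3.01 against a median of 7.86, so every library was kept as a separate replicate. The run names of the libraries give the sequencing lanes, numbered here from 1 to 3. The run names of lanes 1 and 2 share a prefix that lane 3 does not have, so lane 3 may be a separate sequencing run. Lane 1 held 11 calves, lane 2 held 11 and lane 3 held 5, and lane 3 had no TRT0_H, TRT6_H or TRT12_C calf while lane 1 had no TRT0_C calf. CPM was computed over the sum of gene counts of each calf, as in the methods.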

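By treatment, the percentage of reads mapped was 88.1 ± 5.41 (SD, n = 9) in TRT0, 87.6 ± 6.00 (SD, n = 9) in TRT6 and 86.5 ± 7.64 (SD, n = 9) in TRT12, differences smaller than the spread between calves. The percentage varied more by sequencing lane. Its mean was 86.5 over the 11 calves of lane 1, 91.4 over the 11 calves of lane 2 and 80.7 over the 5 calves of lane 3. The lowest value was 68.2 in X4159_3_C of lane 1, and the highest in any calf was 92.4.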

The overall mapped rate to the bovine reference genome (UMD 3.1) was 87.4 ± 6.2%. 

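The deposited table lists 24616 genes by Ensembl identifier, of which 22523 had a count in at least 1 calf. With CPM taken over the sum of gene counts, 11734 genes had a CPM of 1 or more in all 27 calves. These core genes were 52.1% of the genes with any count and held 98.7% of all counts. The number of core genes ranged from 11732 with library sizes scaled by edgeR's TMM factors to 12767 when 1 read in every calf was required in place of a CPM of 1. Few genes took a large part of the counts. The 10 genes with the highest counts held 37.6% of all counts, from 30.6% to 43.1% between calves. The highest mean CPM values were 164619 ± 23459 (SD, n = 27) for ENSBTAG00000043570, 103851 ± 12887 for ENSBTAG00000043567 and 42085 ± 13299 for ENSBTAG00000046351, which the tables at hand do not pair with names. RN7SL1 (ENSBTAG00000045661) followed with 23898 ± 3033 CPM and COX1 (ENSBTAG00000043561) with 12313 ± 1194 CPM (SD, n = 27 each).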

The total number of genes prior to any data filtering across the 27 samples was 24,617 with 12,678 core genes (genes with at least one CPM in all the samples) identified. From these core genes, 11,613 genes could be annotated by PANTHER and functional analysis of the core genes showed that the top biochemical processes (Fig. 1a) were “cellular process” (29.4% of genes) and “metabolic process” (26.3% of genes); the top molecular functions (Fig. 1b) were “catalytic activity” (39.8% of genes) and “binding” (39.0% of genes); the top cellular components (Fig. 1c) were “cell part” (40.0% of genes) and “organelle” (25.8% of genes). 

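Additional file 3, in the part available here, pairs 1998 Ensembl identifiers with symbols and an average CPM. The average CPM recomputed from the gene counts of the 27 calves lay within 0.0417 CPM of the listed value for each of the 1998 genes. Their means were 65.3 CPM or more, and 1997 of them had a CPM of at least 1 in every calf.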

The symbol and CPM of genes used for core functional analysis are listed in Additional file 3.

**Fig. 1:**
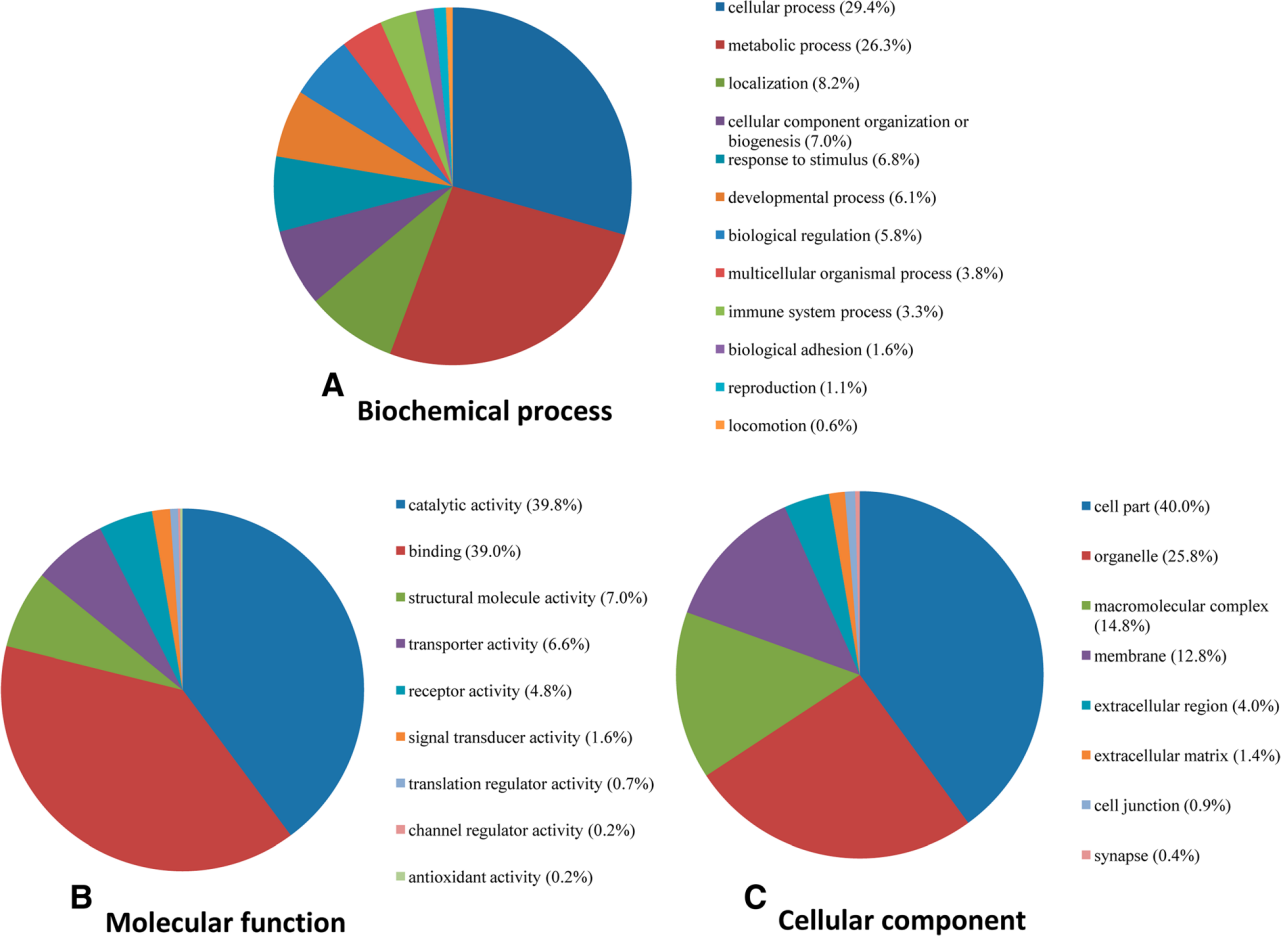
Functional classification of the core genes in the colon of dairy calves as identified by PANTHER. The percentage of core genes involved in (**a**) Biological processes, (**b**) Molecular functions, and (**c**) cellular components

### Colonic transcriptome changes in response to delayed colostrum feeding in neonatal dairy calves

The number of expressed genes in the colon of TRT0, TRT6 and TRT12 calves was 15,935 ± 210, 15,332 ± 415, and 15,539 ± 440, respectively. 

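With an expressed gene defined as one with a CPM of 1 or more in the calf, the number was 14625 ± 351 in TRT0, 14503 ± 608 in TRT6 and 14353 ± 429 in TRT12 (SD, n = 9 each). The difference between TRT6 and TRT0 was −122 genes (exact two-sided permutation test, p = 0.604). TRT12 differed from TRT0 by −272 genes (exact permutation test, p = 0.159) and from TRT6 by −150 genes (exact permutation test, p = 0.548). C calves had 244 more genes than H calves (permutation test with 100000 resamples, p = 0.186). The lowest p adjusted over these 4 comparisons by Benjamini-Hochberg was 0.372 (permutation tests), so none of the differences exceeded the spread between calves. Within lane 1 the means were 14424, 14460 and 14284 genes in TRT0, TRT6 and TRT12, and within lane 2 they were 14707, 14749 and 14269. In lane 3 they were 14620, 13977 and 14616. The mean of TRT0 in lane 1 and those of TRT0 and TRT12 in lane 3 each rest on 2 calves, and TRT6 had 1 calf in lane 3. The numbers depended most on the definition. With 1 read or more in place of a CPM of 1, they were 16907 ± 558, 16290 ± 856 and 16581 ± 1022 (SD, n = 9 each), and the difference between TRT6 and TRT0 was −617 genes (exact permutation test, p = 0.0898). Under that definition the number of genes rose with the total count of the calf (Pearson r = 0.721, permutation p = 3.0e-05). Spearman's rho was 0.75 (permutation p = 3.0e-05). Without the 2 calves with totals farthest from the median, r was 0.712 (permutation p = 8.0e-05). Within lanes, r was 0.899 in lane 1 (permutation p = 0.00023) and 0.554 in lane 2 (permutation p = 0.0789). The number of genes at a CPM of 1 or more had a weaker relation to the total count (r = 0.277, rho = 0.312, permutation p = 0.162 and 0.113). Adjusted over the 8 relations computed in this family, these r had permutation p of 0.00024 and 0.215.

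**Figure D1:**
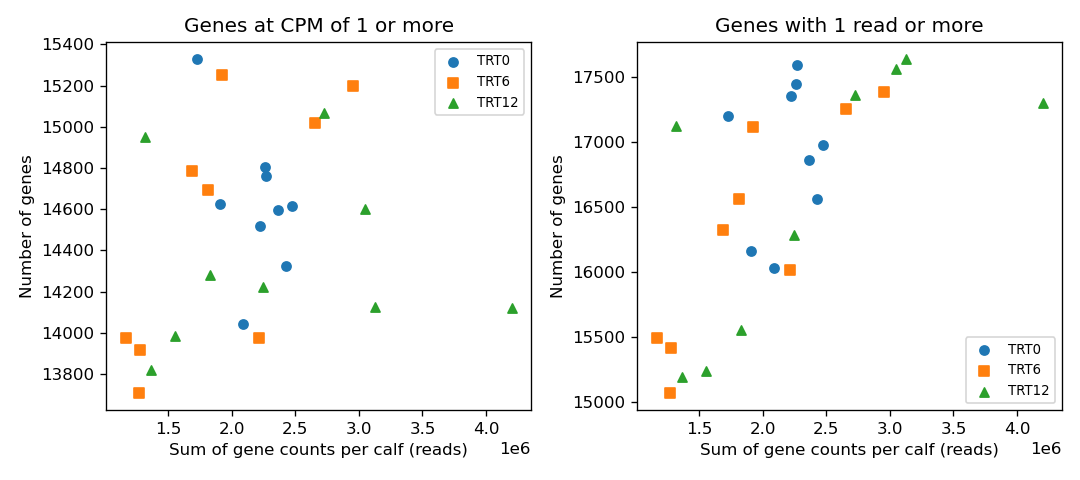
Number of genes per calf (y axis) against the sum of gene counts per calf in reads (x axis), for genes at a CPM of 1 or more (left) and genes with 1 read or more (right). Each point is a calf, marked by colostrum treatment; the right panel rises with the total count (r = 0.721), the left panel less so (r = 0.277).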

The transcriptome profiles did not reveal a clustering pattern either by colostrum treatment or parity (Fig. 2a). 

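The clustering of the CPM of 13943 genes that passed the filter was measured as the share of the squared distance between calves that lay between groups. Colostrum treatment held 2.55% of it against a mean of 7.69% over 100000 permutations of the labels (permutation p = 0.908), and parity held 0.737% against 3.85% (permutation p = 0.905). The tree divided first into branches of 8 and 19 calves. The branch of 8 had 3 TRT0, 2 TRT6 and 3 TRT12 calves, of which 3 were H and 5 were C. In 7 of the 27 calves the nearest other calf had the same treatment (mean over permutations 8.31, permutation p = 0.718), and in 14 it had the same parity (mean 13.2, permutation p = 0.456). With log2(CPM + 1) in place of CPM, the share of treatment moved most, to 7.16% (permutation p = 0.585). Within lanes the share of treatment was 5.29% in lane 1 (permutation p = 0.939) and 16.7% in lane 2 (permutation p = 0.597), against a mean of 20.0% over permutations of 11 calves. The lanes held 26.5% of the squared distance (permutation p = 0.0057). Most of the squared distance in CPM came from ENSBTAG00000043570 (58.3%), ENSBTAG00000046351 (18.7%) and ENSBTAG00000043567 (17.6%). The shares, branches and nearest calves in CPM therefore say little of the other genes. Without the 10 genes with the highest counts, treatment held 7.13% (permutation p = 0.552) and parity 2.21% (permutation p = 0.898).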

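The principal components were computed from log2(CPM + 1), scaled per gene. The first held 18.4% and the second 12.6% of the variance. Over all components, 7.87% of the variance lay between the 3 colostrum treatments (mean over permutations 7.69%, permutation p = 0.382) and 3.08% between H and C calves (mean 3.85%, permutation p = 0.765). The share between the 3 sequencing lanes was 12.2% (permutation p = 0.00865). On the first component, treatment held 6.81% (permutation p = 0.424), parity 3.12% (permutation p = 0.376) and lane 24.8% (permutation p = 0.0344). On the second component they held 9.82%, 0.098% and 18.7% (permutation p = 0.289, 0.875 and 0.0837). Adjusted over these 6 tests, the lowest permutation p was 0.206. Over 6 alternatives, the share of treatment ranged from 7.16% without scaling per gene to 8.29% with values centred within lanes (permutation p = 0.585 and 0.288). Inside lane 1, treatment held 13.4% (permutation p = 0.997), and inside lane 2 it held 19.9% (permutation p = 0.475).

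**Figure D2:**
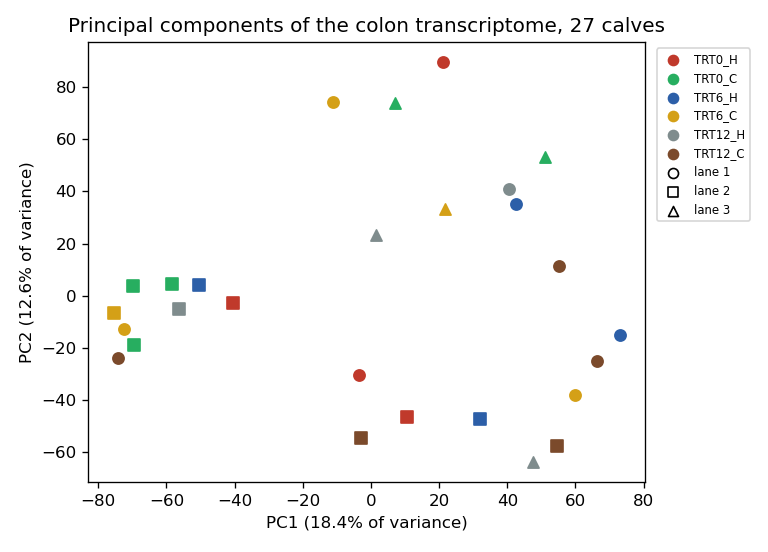
Principal components of the colon transcriptome, with the first (18.4% of the variance) on the x axis and the second (12.6%) on the y axis. Each point is 1 of the 27 calves, coloured by treatment and parity and shaped by sequencing lane; the colours are intermixed, with 7.87% of the variance over all components between treatments.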

Principal component analysis of the transcriptome profiles also did not display a clear separation either by colostrum treatment or parity (Fig. 2b). 

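Each of the 13 contrasts was tested with edgeR's quasi-likelihood test on the gene counts of all 27 calves, with TMM normalization and the 13943 genes at a CPM of 1 or more in at least 5 of 9 calves in each treatment. No gene reached an FDR of 0.10 with a fold change of 1.2 in any contrast. The number of genes with an unadjusted p under 0.05 ranged from 251 in TRT12_H vs. TRT6_H to 1376 in TRT12_C vs. TRT0_C. The alternative that moved the calls most was edgeR's exact test on the compared groups only, which called 82 genes in TRT12_C vs. TRT0_C. With lane as a covariate, edgeR's quasi-likelihood test called 4 genes in TRT12_C vs. TRT0_C, all higher in TRT12_C, which were PFKP, EMP1, S100A12 and ENSBTAG00000020030 (adjusted p from 0.0601 to 0.0946). It also called ENSBTAG00000003892 as lower in TRT6 vs. TRT0 and in TRT12 vs. TRT0 (adjusted p = 0.0539 and 0.0568, same edgeR test). These 5 genes are named after their values were seen. Regulator of G protein signaling 2 (RGS2, ENSBTAG00000034366) had low counts, between 0 and 23 reads per calf. Its CPM was 0.780 ± 0.687 in TRT0_H (SD, n = 4), where no calf had more than 3 reads, and 7.29 ± 2.30 in TRT0_C (SD, n = 5). It was 6.59 ± 2.98 in TRT6_H (SD, n = 4), 3.68 ± 1.53 in TRT6_C (SD, n = 5), 5.09 ± 3.19 in TRT12_H (SD, n = 4) and 0.926 ± 0.954 in TRT12_C (SD, n = 5).
In TRT6_H vs. TRT0_H the log2 fold change of RGS2 was 3.02 (SE 0.67, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every TRT6_H calf was above every TRT0_H calf (exact permutation test, p = 0.0286, the smallest that 4 calves against 4 allow). The mean of TRT6_H was 4.98 times the level of 3 counts in TRT0_H (mean 1.32 CPM), which leaves out the error of the TRT6_H mean. In TRT12_C vs. TRT0_C the log2 fold change was −2.75 (SE 0.56, adjusted p = 0.383, same edgeR test), and the difference of −6.37 CPM held without overlap (exact permutation test, p = 0.00794, the smallest possible). In TRT0_C vs. TRT0_H the log2 fold change was 3.05 (SE 0.63, adjusted p = 0.582, same edgeR test). The mean of TRT0_C was 5.51 times the same level of 3 counts, again leaving out the error of the mean. The 2 groups did not overlap either (exact permutation test, p = 0.0159). Adjusted over 9 such comparisons of RGS2 and CCL14, these exact p were 0.0571, 0.0476 and 0.0476. Both genes were compared because the paper names them from the same calves, and the adjustment over 9 comparisons leaves out their selection among all genes. With each calf left out in turn, the log2 fold changes stayed between 2.64 and 3.44, between −3.34 and −2.43, and between 2.66 and 3.46. With edgeR's likelihood ratio test in place of the quasi-likelihood test, the adjusted p of RGS2 were 0.0168, 0.00262 and 0.00346. Over all alternatives the adjusted p ranged from 0.00536 to 1.00, from 9.94e-06 to 0.788 and from 2.36e-05 to 1.00 in these edgeR and DESeq2 fits. In lane 2, which held both TRT0_C and TRT12_C calves, RGS2 was 7.55 to 10.2 CPM in 3 TRT0_C calves and 0 in 2 TRT12_C calves. In the same lane it was 1.27 to 1.44 CPM in 2 TRT0_H calves and 5.73 to 7.22 CPM in 2 TRT6_H calves.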

Differential gene expression analyses across/within colostrum treatment and parity showed that almost none of the genes passed a FDR correction for multiple testing, with the exception that *regulator of G protein signaling 2 (RGS2)* was up-regulated (fold change = 8.04, FDR = 0.032) in the colon of TRT6_H calves when compared to that of TRT0_H, down-regulated (fold change = 6.74, FDR = 0.002) in the colon of TRT12_C calves when compared to that of TRT0_C, and up-regulated (fold change = 8.25, FDR = 0.006) in the colon of TRT0_C calves when compared to that of TRT0_H. In addition, the expression of *Chemokine (C-C motif) ligand 14 (CCL14)* was up-regulated (fold change = 4.26, FDR = 0.029) in the colon of TRT6_C when compared to that in TRT6_H (Table 1, Fig. 3).

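CCL14 (ENSBTAG00000010738) was at 11.3 ± 3.29 CPM in TRT6_C (SD, n = 5; 10 to 45 reads per calf) and at 2.46 ± 1.26 CPM in TRT6_H (SD, n = 4; 1 to 7 reads per calf). The lowest TRT6_C calf had 8.59 CPM and the highest TRT6_H calf 3.64 CPM (exact permutation test, p = 0.0159, adjusted p = 0.0476 over 9 comparisons). The log2 fold change was 2.09 (SE 0.42, adjusted p = 0.414 from edgeR's quasi-likelihood test), and with each calf left out in turn it stayed between 1.87 and 2.29. With edgeR's likelihood ratio test the adjusted p was 0.0264, and over 18 alternatives fitted with edgeR or DESeq2 it ranged from 0.00112 to 1.00. In lane 1 the 3 TRT6_C calves had 9.49 to 10.8 CPM and the 2 TRT6_H calves 0.784 to 3.16 CPM. Lane 2 held a single TRT6_C calf, at 17.0 CPM, and lane 3 no TRT6_H calf. From its edgeR tests the paper states that RGS2 and CCL14 were the exceptions among genes that otherwise did not pass the correction for multiple testing (Table 1).

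**Figure D3:**
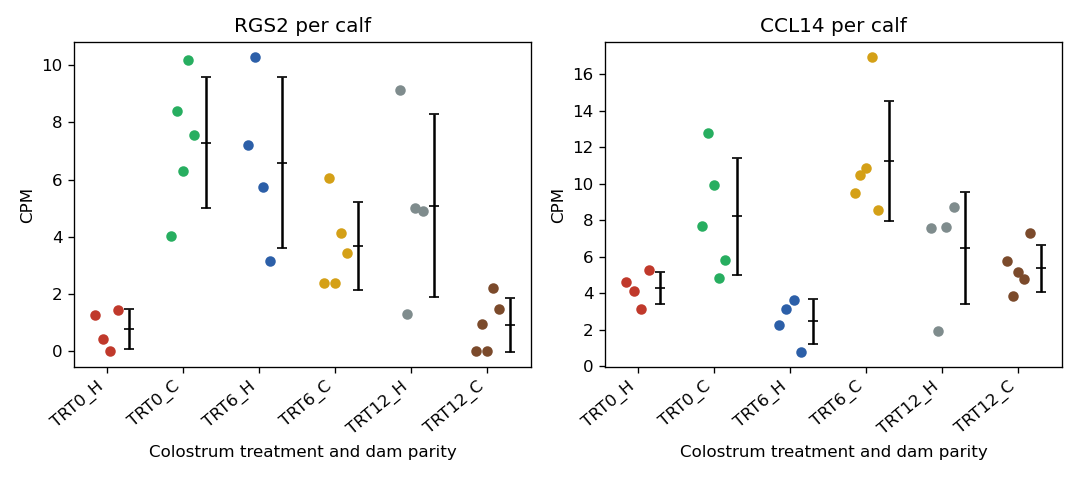
CPM of RGS2 (left) and CCL14 (right) on the y axis in the 6 groups of colostrum treatment and dam parity on the x axis. Each point is a calf and the bar beside it gives the mean ± SD of 4 or 5 calves; all TRT0_H calves are at or below 1.44 CPM for RGS2, and all TRT6_C calves lie above all TRT6_H calves for CCL14.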

**Fig. 2:**
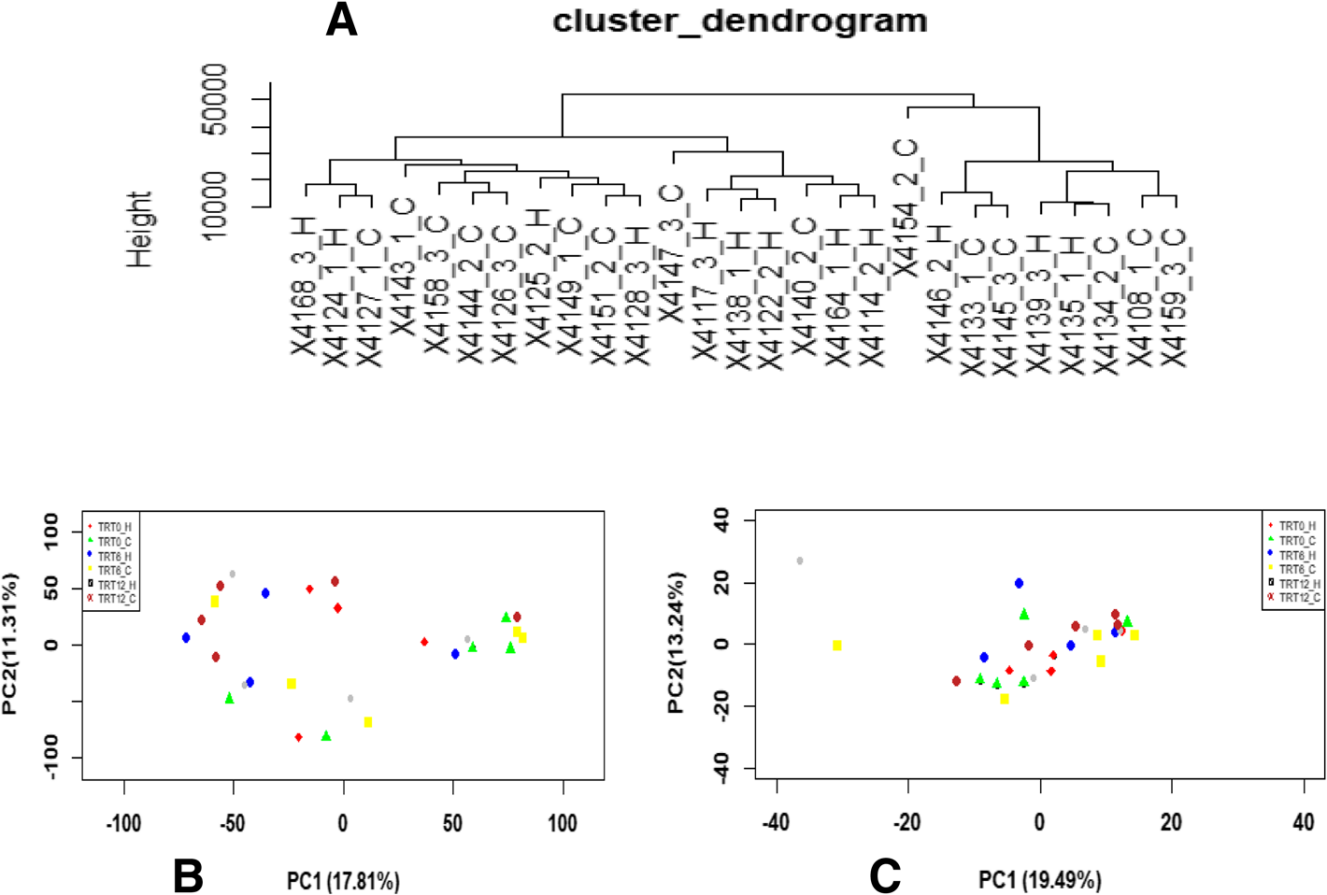
Cluster and PCA plot of transcriptome profiles. **a** Hierarchical cluster of transcriptomes. ID represents one sample from animal. For instance, “×4168_3_H” means the sample from animal No. ×4168 which was assigned to the third group (TRT12) and from primiparous heifers (H). **b** PCA plot of transcriptomes for the colon samples from TRT0_H (red color), TRT0_C (green color), TRT6_H (blue color), TRT6_C (yellow color), TRT12_H (grey color) and TRT12_C (brown color). The X and Y-axis represent the first two principle components. The percentage value in the bracket represents the percentage of variance explained by that principle component. **c** PCA plot of the immune-related genes

**Table 1:** Differentially expressed genes affected by colostrum treatment and dam parity

	DE gene	Log (FC)	FDR
Within parity			
TRT6_H vs. TRT0_H	*RGS2*	3.01	0.032
TRT12_H vs. TRT0_H	NS	NS	NS
TRT12_H vs. TRT6_H	NS	NS	NS
TRT6_C vs. TRT0_C	NS	NS	NS
TRT12_C vs. TRT0_C	*RGS2*	−2.75	0.002
TRT12_C vs. TRT6_C	NS	NS	NS
Within treatment			
TRT0_C vs. TRT0_H	*RGS2*	3.04	0.006
TRT6_C vs. TRT6_H	*CCL14*	2.09	0.029
TRT12_C vs. TRT12_H	NS	NS	NS
Across parity			
TRT6 vs. TRT0	NS	NS	NS
TRT12 vs. TRT0	NS	NS	NS
TRT12 vs. TRT6	NS	NS	NS
Across treatment			
C vs. H	NS	NS	NS

Note: H = primiparous heifers; C = multiparous cows; *RGS2* = *regulator of G-protein signaling 2*; NS = not significant; *CCL14* = *chemokine (C-C motif) ligand 14*; FC = fold change; cutoff for DE genes was FDR < 0.10, and |FC| > 1.2

**Fig. 3:**
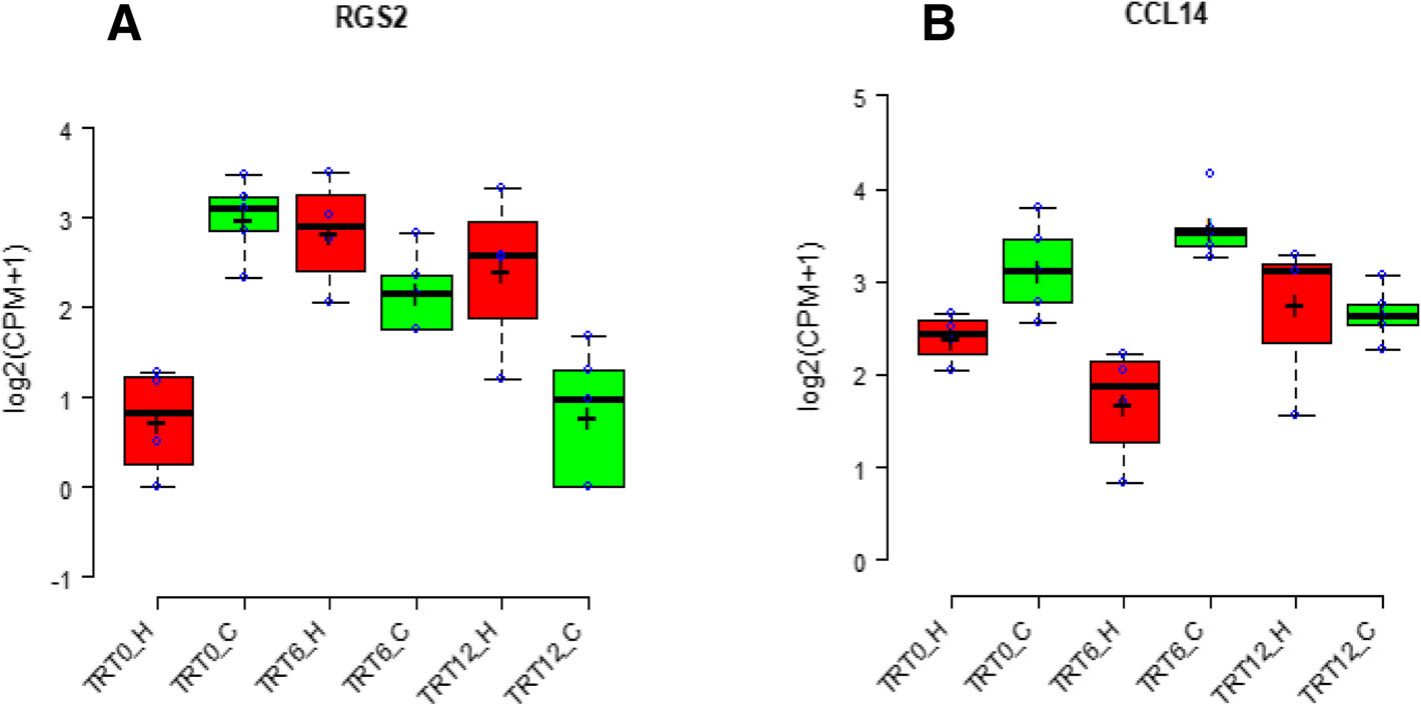
The expression level of RGS2 (**a**) and CCL14 (**b**) in dairy calves with varying colostrum feeding time

### Assessment of the expression of genes involved in immune function

A total of 802 genes were identified to be related to immune function and were subjected to further analysis (Additional file 1). Similar to the whole transcriptome, the expression of these immune related genes did not display a clear separation either by colostrum treatment or parity (Fig. 2c). 

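From the gene counts, the mean CPM over the 27 calves was 3252 ± 328 for AHNAK, 1434 ± 235 for LRP1, 1434 ± 394 for DES and 1385 ± 218 for ACTG1 (SD, n = 27 each). The means then fell from 924 ± 189 for HSPA8 through 883 ± 257 for SLC40A1, 789 ± 206 for A2M, 714 ± 121 for CANX and 689 ± 189 for CALR to 680 ± 153 for TPM2 (SD, n = 27 each). The gap between AHNAK and the next gene exceeded the SD of either gene, while the means of LRP1, DES and ACTG1 lay within one SD of each other. STAT3, included as a representative gene of mucosal immunity, was at 268 ± 51.6 CPM (SD, n = 27). With the 10 genes with the highest counts left out of the library totals, the mean of AHNAK was 5230 CPM and that of STAT3 430 CPM.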

The top 10 expressed immune related genes, based on an averaged CPM value, were *AHNAK nucleoprotein (AHNAK)*, *LDL receptor related protein (LRP1)*, desmin *(DES)*, *actin gamma 1 (ACTG1)*, *heat shock protein family A member 8 (HSPA8)*, *solute carrier family 40 member 1* (*SLC40A1)*, *alpha-2-macroglobulin (A2M)*, *calnexin (CANX)*, *calreticulin (CALR)* and *tropomyosin 2 (TPM2)*, and the top four expressed immune related genes were all categorized as antimicrobials (Table 2). 

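Between calves, AHNAK ranged from 2656 CPM (X4117_3_H) to 3927 CPM (X4158_3_C), and LRP1 from 995 CPM (X4108_1_C) to 1803 CPM (X4128_3_H). DES ranged from 924 CPM (X4144_2_C) to 2286 CPM (X4124_1_H), ACTG1 from 936 CPM (X4135_1_H) to 1844 CPM (X4117_3_H) and STAT3 from 196 CPM (X4133_1_C) to 386 CPM (X4124_1_H). The SD was 10.1% of the mean for AHNAK and between 15.7% and 29.1% for the other genes of the top 10, SLC40A1 having the widest spread. Counting error alone would give an SD of 1.19% for AHNAK and 4.19% for STAT3, less than the spread between calves.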

The expression profiles of these genes are plotted in Fig. 4 and their mean, SD, min, max values of CPM are presented in Table 2.

**Table 2:** Expression summary statistics (difference between individual real CPM and the average CPM) of the representative immune related genes

	Mean	SD	Min	Max	Range	Rank	Category
*AHNAK*	3252	327	2655	3927	1271	1	Antimicrobials
*LRP1*	1434	234	995	1803	808	2	Antimicrobials
*DES*	1433	394	923	2285	1362	3	Antimicrobials
*ACTG1*	1385	217	935	1843	908	4	Antimicrobials
*IL10*	0.8	0.8	0.0	3.0	3.0	780	Antimicrobials, Cytokines, TCR signaling Pathway
*STAT3*	268	51	196	385	189	26	Antimicrobials
*NFKB1*	57	12	35	97	62	153	Antimicrobials, BCR Signaling Pathway, TCR signaling Pathway
*TNF*	2.1	1.7	0.0	8.1	8.1	686	Antimicrobials, Cytokines, Natural Killer Cell
*TLR2*	7.2	2.5	3.9	13.7	9.8	525	Antimicrobials
*TLR4*	17.5	6.5	7.8	40.3	32.5	389	Antimicrobials
*CLDN4*	44	19	10	92	82.3	210	Antimicrobials
*PGLYRP1*	4.7	4.2	0.0	13.2	13.2	586	Antimicrobials

Note: CPM = counts per million

**Fig. 4:**
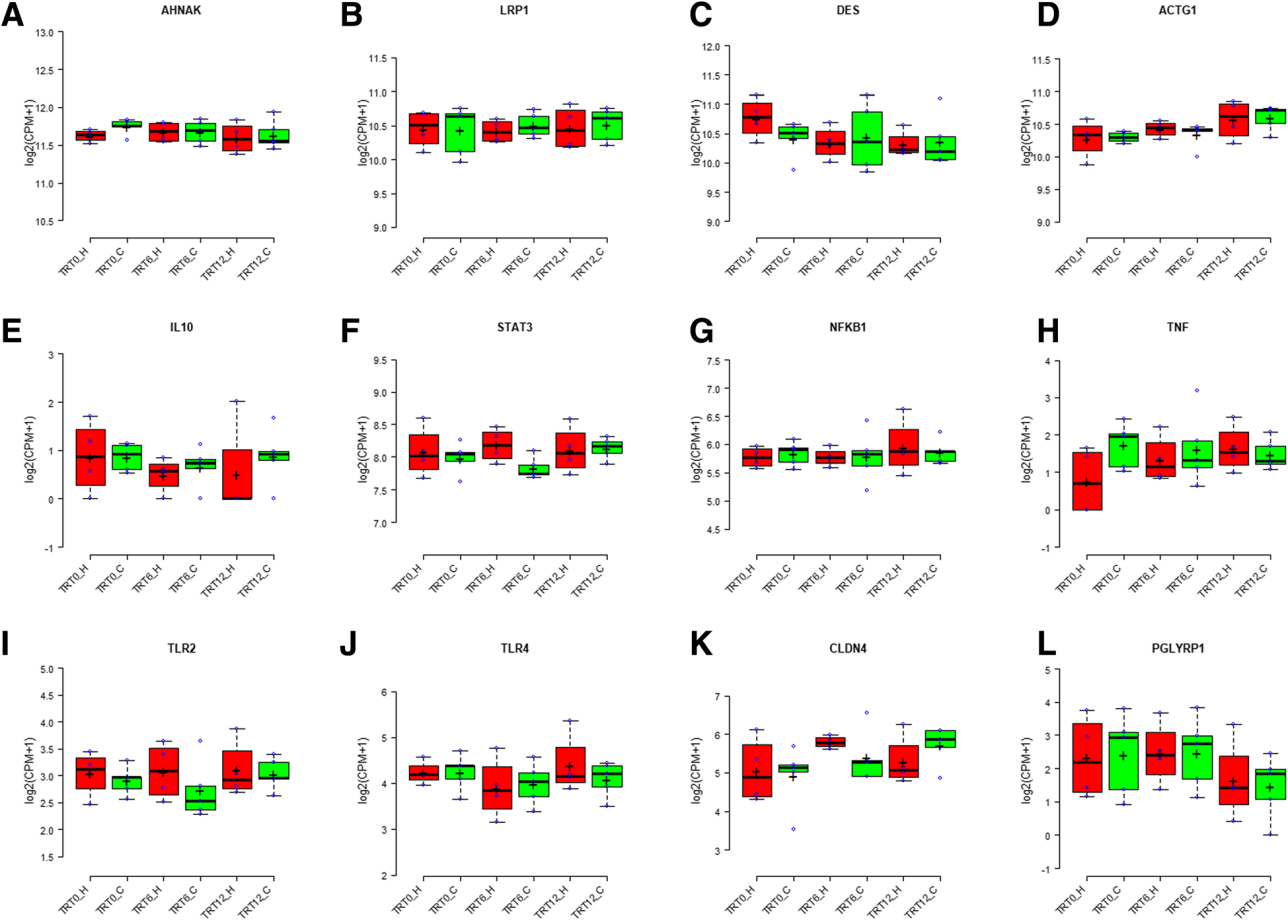
The expression level of *AHNAK* (**a**), *LRP1* (**b**), *DES* (**c**), *ACTG1* (**d**), *IL10* (**e**), *STAT3* (**f**), *NFKB1* (**g**), *TNF* (**h**), *TLR2* (**i**), *TLR4* (**j**), *CLDN4* (**k**) and *PGLYRP1* (**l**) in dairy calves with varying colostrum feeding time

### Exploration of modules and key genes associated with bacterial colonization in the colon of neonatal dairy calves

To investigate if there was a relationship between the expression of genes and the bacterial populations in the colon, a network-based analysis WGCNA was further conducted. A total of 15,578 genes remained for the input of WGCNA. 

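Of the genes with any count, 13943 had a CPM of 1 or more in at least 5 of 9 calves in each of the 3 treatments. The number was 14859 when 5 of 9 calves in any treatment were enough, and 14390 when 14 of the 27 calves were required.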

After setting a minimum module size of 30 and merging modules with highly correlated eigengenes, a total of 23 modules were found. All modules were assigned a color and depicted in the hierarchical clustering dendrogram outlined in Additional file 4. Among the 23 co-expressed gene modules, 1 and 3 modules were significantly (|correlation| > 0.50 and *P* ≤ 0.05) correlated with the abundance of *Lactobacillus* and *F. prausnitzii* in the colon, respectively (Table 3, Additional file 5). 

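Of the Greenyellow module, Additional file 6 lists 264 genes, all found among the gene counts, with a median mean CPM of 21.7. The module eigengene, recomputed as the first principal component of log2(CPM + 1), held 33.9% of the variance of these genes. Of its variance over the 27 calves, 17.0% lay between colostrum treatments (permutation p = 0.105) and 0.00747% between parities (permutation p = 0.966). Adjusted over 4 modules and both factors, these permutation p were 0.372 and 0.966. X4168_3_H contributed 28.2% of the eigengene's squared values. Bacterial abundances are not analysed here.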

For *Lactobacillus*, the Greenyellow module (264 genes including 11 immune related genes) had a negative correlation (*r* = − 0.52 and *p* = 0.006) with its abundance in the colon tissue. For *F. prausnitzii*, the Red module (863 genes including 46 immune related genes) had a positive correlation (*r* = 0.60 and *p* = 0.001) with its abundance in the colon content, and the Lightgreen module (62 genes including 2 immune related genes) and the Grey module (1505 genes including 63 immune related genes) had a negative correlation (*r* = − 0.82 and *p* < 0.001 for the Lightgreen module; *r* = − 0.68 and *p* < 0.001 for the Grey module) with its abundance in the tissue. 

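Additional file 6 lists 863 genes for the Red module, 62 for the Lightgreen module and 1504 for the Grey module. Their eigengenes held 33.5%, 59.2% and 6.79% of the variance of their genes. For the Red module, 25.7% of the eigengene's variance lay between colostrum treatments (permutation p = 0.027, adjusted p = 0.216 over 8 tests) and 1.31% between parities (permutation p = 0.571). Colostrum treatment held 6.63% for the Lightgreen module and 6.74% for the Grey module (permutation p = 0.49 and 0.57), and parity held 8.08% and 0.201% (permutation p = 0.14 and 0.806). A TRT6_H calf, X4122_2_H, contributed 64.2% of the squared values of the Lightgreen eigengene and 60.3% of those of the Grey eigengene. With TMM-normalized log2 CPM, its contribution to the Lightgreen eigengene was 77.2%, and the largest contribution to the Grey eigengene was 13.4%, by X4158_3_C.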

There was no significant correlation detected between the modules and *Bifidobacterium* abundance in the colon. The gene list and name within each module significantly declared are available in Additional file 6.

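Whether the listed genes rose and fell together across the 27 calves was measured as the mean Pearson correlation of log2(CPM + 1) over pairs of genes in a module. It was compared with 10000 random gene lists of the same size, matched on mean expression. Genes are not independent replicates, so the percentile describes these libraries. The paper's network grouped the genes by their expression in these same calves, so the lists are not independent of these values. The mean r was 0.47 in the Lightgreen module, above all random lists (percentile 100, random median 0.0879). It was 0.0637 in the Greenyellow module (percentile 6.19), 0.0652 in the Red module (percentile 0.25) and 0.0125 in the Grey module, below all random lists (percentile 0, random median 0.0756). Genes that move in opposite directions cancel in this mean, so a low mean r does not show that genes vary separately. The first principal component held 33.9% of the variance of the Greenyellow genes and 33.5% of that of the Red genes. Their low percentiles therefore do not show less shared variation than in random genes. Random lists had positive correlations under this scaling. With TMM-normalized log2 CPM their medians fell to 0.000329, 0.000477, 0.00368 and 0.0119, and all 4 modules lay above them with mean r of 0.129 (Greenyellow), 0.11 (Red), 0.406 (Lightgreen) and 0.0244 (Grey).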

**Table 3:** Gene modules correlated with the bacterial abundance in the colon identified using a weighted gene co-expression network analysis

Module	Gene number (number of immune genes)	lac_C_P	lac_T_P	fea_C_P	fea_T_P	bif_C_P	bif_T_P
Black	488	NS	NS	NS	NS	NS	NS
Blue	2332	NS	NS	NS	NS	NS	NS
Brown	2102	NS	NS	NS	NS	NS	NS
Cyan	140	NS	NS	NS	NS	NS	NS
Darkgreen	60	NS	NS	NS	NS	NS	NS
Darkred	60	NS	NS	NS	NS	NS	NS
Green	955	NS	NS	NS	NS	NS	NS
Greenyellow	264 (11)	NS	−0.52 (*p* = 0.006)	NS	NS	NS	NS
Grey	1505 (63)	NS	NS	NS	−0.68 (*p* = 9.00E-05)	NS	NS
Grey60	79	NS	NS	NS	NS	NS	NS
Lightcyan	88	NS	NS	NS	NS	NS	NS
Lightgreen	62 (2)	NS	NS	−0.82 (*p* = 1.00–07)	NS	NS	NS
Lightyellow	62	NS	NS	NS	NS	NS	NS
Magenta	367	NS	NS	NS	NS	NS	NS
Midnightblue	93	NS	NS	NS	NS	NS	NS
Pink	435	NS	NS	NS	NS	NS	NS
Purple	351	NS	NS	NS	NS	NS	NS
Red	863 (46)	NS	NS	0.60 (*p* = 0.001)	NS	NS	NS
Royalblue	62	NS	NS	NS	NS	NS	NS
Salmon	189	NS	NS	NS	NS	NS	NS
Tan	204	NS	NS	NS	NS	NS	NS
Turquoise	3730	NS	NS	NS	NS	NS	NS
Yellow	1086	NS	NS	NS	NS	NS	NS

Note: Only the number of immune genes in significantly correlated modules were shown in the brackets; NS = not significant; lac_C_*p* = *Lactobacillus* population from the colon content; lac_T_*p* = *Lactobacillus* population from the attached colon; fea_C_*p* = *Faecali bacterium prausnitzii* population from the colon content; fea_T_*p* = *Faecali bacterium prausnitzii* population from the attached colon; bif_C_*p = Bifidobacterium* population from the colon content; bif_T_*p = Bifidobacterium* population from the attached colon

## Discussion

To our knowledge, this is the first study reporting the transcriptome profiles of the colon and their changes in response to colostrum feeding strategies in neonatal calves. In ruminants, the function of the colon has been overlooked in the past; however, a recent study revealed that fermentation in the colon could provide energy to the host through microbial production of SCFAs in pre-weaned calves [14], suggesting that the colon plays an important role in nutrient metabolism. In the present study, transcriptome analysis revealed that the top biochemical processes of the colon in neonatal calves are involved in cellular and metabolic processes, suggesting that the colon plays an important role in nutrient metabolism in neonatal calves – a finding in line with other animal models which highlight the role of the production of SCFAs by the colonic microbiota to maintain energy homeostasis [29]. Interestingly, gene expression during the maturation of the colon in rats has been shown to be up- or down-regulated by an antibiotic treatment from day 7 of life until day 17 or 21, and their functions were related to ion transport processes [30] – an outcome which was not observed in the neonatal calves in the present study. This may suggest the presence of age-related functional development and maturation of the colon in neonates, which was not observed in the present study due to the colonic transcriptome profiles being analyzed only at 51 h of life, and not any further.

The gastrointestinal tract acts as the first defense against pathogenic infections by providing physical barriers and activating innate and adaptive immune responses [31], which is particularly important in agammaglobulinemic calves in order to prevent infection and sickness, such as diarrhea. Song et al. [14] suggested that the colon of dairy calves harvest an abundance of diverse microbes soon after birth, which might be directly or indirectly associated with the immune function of colon. Thus, it was not surprising that immune function (802 genes) was identified with the core transcriptome of the colon, accounting for 7.03% of the total core gene expressions. Immune function in other compartments of the intestine of neonatal calves (at birth, 7, 21 and 42 days of life), such as the ileum and jejunum, has also been identified by Liang et al. [32] via RNA-seq based transcriptome analysis. However, of the 2499 immune related genes obtained from ImmPort (gene list shown in Additional file 1), our study only found 802 genes expressed in the colon, which may reflect tissue-specific gene expression patterns and demonstrate that the immune system of the colon was still immature (with 67.9% of the immune related genes being not expressed) at 2 days after birth. Such finding may provide molecular evidence that newborn calves are susceptible to gastrointestinal pathogenic infections [33]. In fact, it has been proposed that the susceptibility of newborns to pathogens is not from any inherent inability to mount an immune response, but rather, is caused by the fact that their immune system is unprimed [34]. The identification of the genes expressed in the mucosal immune system may also provide a molecular basis to suggest that the neonatal intestinal mucosal immune system is undergoing rapid changes during the early postnatal developmental period [32, 35].

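Of the immune related genes that the results and methods name, 11 were tested in all 13 contrasts with edgeR's quasi-likelihood test. No adjusted p reached 0.10 when adjusted over all 13943 genes, the lowest being 0.421 for ACTG1 in TRT12 vs. TRT0. There ACTG1 had a log2 fold change of 0.32 (SE 0.10) and CALR one of 0.47 (SE 0.16, adjusted p = 0.421, same edgeR test). The largest change was −0.73 for A2M in TRT6_C vs. TRT6_H (SE 0.19, adjusted p = 0.998, same edgeR test). When adjusted over the 11 genes alone, 13 comparisons passed: 4 in TRT12_C vs. TRT0_C, 2 in TRT12_C vs. TRT6_C, 2 in TRT6_C vs. TRT6_H, 4 in TRT12 vs. TRT0 and 1 in C vs. H. With DESeq2, 4 passed when adjusted over all genes. Mean AHNAK was 3312 ± 249, 3280 ± 303 and 3164 ± 426 CPM in TRT0, TRT6 and TRT12, and mean DES was 1562 ± 377, 1404 ± 447 and 1335 ± 365 CPM (SD, n = 9 each). IL10, NFKB1, TNF, TLR2, TLR4, CLDN4 and PGLYRP1 are not analysed here.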

In this study, very few differences were detected in the expression levels of the overall transcriptome and immune related genes of the colon based on varying colostrum feeding strategies. Colostrum contains a variety of bioactive components such as growth factors and hormones [9]. The lack of localized beneficial effects in TRT0 calves suggested that colostrum feeding time within 12 h after birth may result in no difference for the colonic development since the colon of calves was primed the same amount of bioactive components within 51 h of lifetime prior to the euthanasia. Moreover, passive transfer of IgG is generally considered successful when serum IgG concentrations in dairy calves are 10 g/L or greater between 24 and 48 h of age [36]. In the current study, although serum IgG at 48 h after birth in TRT6 (14.8 g/L) or TRT12 (15.3 g/L) calves was less than that in TRT0 (19.0 g/L), all of the calves had a serum IgG greater than 10 g/L and achieved adequate passive transfer following the administration of colostrum [16]. It was likely that all the calves had the capability to prevent challenges from pathogens through adequate passive transfer. Therefore, the higher blood IgG concentration – well above the threshold of successful passive transfer (i.e., 10 g/L) – observed in TRT0 calves may not result in effects for the colonic mucosal immune system development in calves at 51-h of age. Previous studies reported that the serum IgG concentration in dairy calves reached a maximum at 24 h of age and declined thereafter [37–39]. Since calves rely on colostral IgG for protection from pathogens until 3 or 4 weeks of age, when their own active immune system is functional [38], there would be a period before week 3 or 4 of age where blood IgG would be under the threshold of 10 g/L. Therefore, we speculate that the TRT0 calves may have greater IgG levels than TRT6 and TRT12 late in life when IgG concentrations decrease, such as later in week 3 or week 4. Ultimately, this needs further investigation**.**

In addition, it is worth noting that the colon transcriptome varies among calves even when under the same dietary treatment and within similar dam parity. 

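Over the 13943 genes tested, the Pearson correlation of log2(CPM + 1) between calves of the same colostrum treatment and parity ranged from 0.901 to 0.962, with a mean of 0.937 over 48 pairs. Between calves of different groups the mean was 0.938 over 303 pairs. These correlations run across genes, which are not independent replicates. The difference of −0.000937 was no larger than regrouping the calves at random gave (permutation p = 0.7), so calves of the same group were no more alike than calves of different groups. It had the other sign, 0.000269, with values centred within lanes (permutation p = 0.405). By group, the mean correlation ran from 0.927 in TRT12_H to 0.947 in TRT12_C.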

While there was no overall change in the expression level of the selected genes, some individuals exhibited substantial changes (∆CPM, a difference with the overall average), with both positive and negative responses (∆CPM) occurring depending on selected genes (Additional file 7). Such large individual variation may lead to the lack of difference in the expression of immune related genes in the colon among different colostrum feeding strategies. Thus, there is a need to increase the amount of animals required in order to minimize the effects occurring from the animal itself and understand the actual impact of colostrum feeding time on the transcripotome profiles. 

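The ∆CPM of each calf, its CPM minus the average of the 27 calves, ranged from −597 to 675 CPM for AHNAK, which is −18.3% to 20.7% of the average. The range was −30.6% to 25.7% for LRP1, −35.6% to 59.4% for DES and −32.4% to 33.1% for ACTG1. It was widest for SLC40A1, from −43.5% to 84.7%, and for CALR, from −47.4% to 62.0%. For STAT3 it ran from −71.9 to 118 CPM. From deviations of this kind in both directions, the paper proposes that variation between individual calves may lead to the lack of difference in immune related genes among the colostrum feeding strategies. The tissue held markers of muscle and of epithelium, such as MYH11 (mean 3476 CPM) and CDH17 (mean 757 CPM). Whether the mix of these tissues carries part of the deviations was not tested for these genes.

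**Figure D4:**
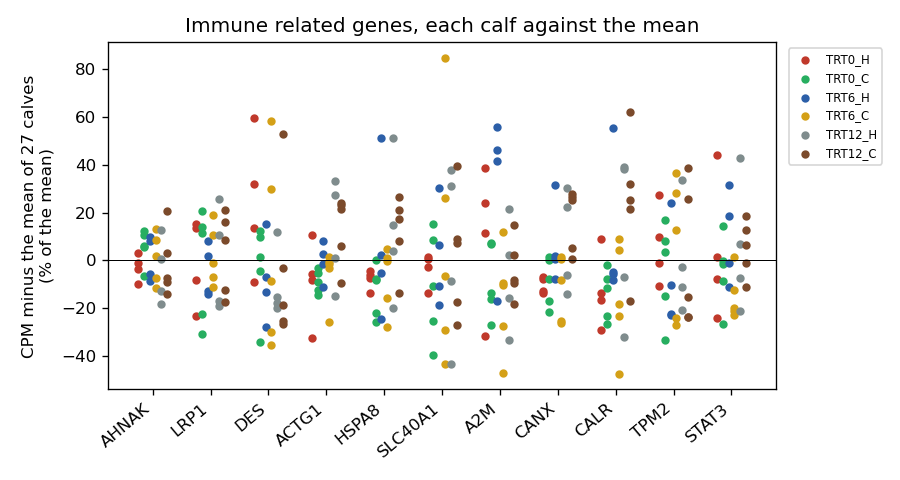
CPM of each calf minus the mean of the 27 calves, as a percentage of that mean (y axis), for 11 immune related genes (x axis). Each point is a calf, coloured by treatment and parity; for each gene calves lie on both sides of 0, with the widest range for SLC40A1 (−43.5% to 84.7%).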

In fact, variations among individual animals fed the same diet are commonly reported [40, 41]. When feeding the same diet, the reasons behind animal variation are likely related to animal behavior, physiology, genetics, dam condition, and microbial community [40–43]. In the current study, when considering the parity of the dam on calf transcriptome profile, expression of genes *RGS2* and *CCL14* were different between calves from primiparous and multiparous cows within TRT0 or TRT6. 

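Within TRT0, RGS2 was 6.51 CPM higher in C than in H calves, and within TRT6 the difference between C and H calves was −2.91 CPM (exact permutation test, p = 0.111). CCL14 was 3.92 CPM higher in C than in H calves within TRT0 (exact permutation test, p = 0.0317, adjusted p = 0.0571 over 9 comparisons). Whether the effect of treatment differed between H and C calves was tested as an interaction in edgeR's quasi-likelihood fit. RGS2 had an adjusted p of 0.0559 from that edgeR test, the only gene at or under 0.10 of 13943, with 371 genes at an unadjusted p under 0.05. With sequencing lane in the edgeR model, the adjusted p was 0.312, and over the alternatives with edgeR or DESeq2 that gave a value for RGS2 it ranged from 2.03e-06 to 0.312. For CCL14 the interaction had an adjusted p of 1.00 from the same edgeR test.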

The mechanisms behind how the expression of *RGS2* or *CCL14* were altered by parity are unclear. 

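Within TRT12, the difference in RGS2 between C and H calves was −4.16 CPM (exact permutation test, p = 0.0476, adjusted p = 0.0714 over 9 comparisons), with a log2 fold change of −2.22 (SE 0.61, adjusted p = 1.00 from edgeR's quasi-likelihood test). The CPM overlapped, the lowest H calf having 1.31 and the highest C calf 2.20. CCL14 within TRT12 was at 6.48 ± 3.06 CPM in H calves (SD, n = 4) and 5.38 ± 1.30 CPM in C calves (SD, n = 5), a difference within the spread between calves (exact permutation test, p = 0.476). H and C calves of TRT12 shared lanes 1 and 2 only.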

The inconsistency across treatments for changes in gene expression due to parity (i.e., altered *RGS2* within TRT0, altered *CCL14* within TRT6, and no change within TRT12) indicates that the comprehensive genetic background of the dam, including the parity, may come into play.

Increasing evidence has shown that early colonized microbiota in the gastrointestinal tract play a crucial role in the development of the mucosal immune system and influence newborn health [44, 45]. In this study, a network-based analysis WGCNA, which combined the microbial abundance and transcriptome data in the colon with the same animal, confirmed that the immune related genes in the colon were associated with bacterial colonization, in particular with the abundance of *Lactobacillus* and *F. prausnitzii*, which were consistent with previous studies [32, 46]. In these studies, negative correlations between expression of mucosal TLRs and mucosa-attached bacteria were observed in young dairy calves. Moreover, it has been reported that *F. prausnitzii* displayed a negative association with calf diarrhea incidences [47] and the administration of *Lactobacillus* to newborn calves during the first week of life decreased diarrhea incidences [48]. Such findings suggest that a high abundance of *F. prausnitzii* or *Lactobacillus* during early life may play a vital role in maintaining colonic homeostasis and decreasing susceptibility to enteric infections in neonatal calves.

## Conclusion

Our results showed that there were few changes on transcriptome profiles of the colon in 51-h age of calves fed the first colostrum meal at different time within 12 h after birth, suggesting that transcriptome profiles of the colon in neonatal calves are independent of the timing of the initial colostrum meal within 12 h after birth. However, it is noted that there was a large individual variation in the transcriptomic profiles among the neonatal calves. The potential for improving calf mucosal immune system development through feeding colostrum meals immediately after birth still needs to be defined using a larger number of animals or a prolonged sampling time. Regardless, the transcriptome analysis provides a molecular understanding of the colonic biological function in neonatal calves and gene co-expression analysis extends knowledge on how gut tissue can interact with its luminal bacterial community, which may help to develop future nutritional management strategies for calf performance.

## Additional files

Additional file 1: List of immune related genes in the colon of 51-h age of dairy calves and the gene list obtained from ImmPort.

Additional file 2: Sample information details and sequencing results mapped to reference genome by Tophat2.

Additional file 3: List of core genes in the colon.

Additional file 4: Clustering dendrogram of genes showing module membership in colours.

Additional file 5: WGCNA identification of colonic gene modules correlated with the bacterial abundance. The module-trait relationships indicates the correlation coefficients and *p*-values (in the brackets). The color scale bar shown in the right represents the Pearson correlation ranging from − 1 (green) to 1 (red). The bacterial population examined were *Lactobacillus* from the colon content (lac_C_P), *Lactobacillus* from the attached colon (lac_T_P), *Faecali bacterium prausnitzii* from the colon content (fea_C_P), *Faecali bacterium prausnitzii* from the attached colon (fea_T_P), *Bifidobacterium* from the colon content (bif_C_P), *Bifidobacterium* from the attached colon (bif_T_P), which were shown on the bottom.

Additional file 6: List of genes in significant modules identified using WGCNA.

Additional file 7: Animal variations of 12 representative immune genes.

## Abbreviations

A2M: Alpha-2-macroglobulin
ACTG: Actin gamma
AHNAK: AHNAK nucleoprotein
BCR: Breakpoint cluster region
C: Multiparous cows
CALR: Calreticulin
CANX: Calnexin
CCL: Chemokine (C-C motif) ligand
CLDN: Claudin
CPM: Counts per million
DE gene: Differentially expressed gene
DES: Desmin
FC: Fold change
FDR: False discovery rate
GO: Gene ontology
H: Primiparous heifers
HSPA: Heat shock protein family A
Ig: Immunoglobulins
IL: Interleukin
LRP1: LDL receptor related protein
NFKB: Nuclear factor kappa B
PANTHER: Protein annotation through evolutionary relationship
PCA: Principal component analysis
PGLYRP: Peptidoglycan recognition protein
RGS: Regulator of G protein signaling
RNA-seq: RNA-sequencing
SCFA: Short chain fatty acid
SLC40A1: Solute carrier family 40 member 1
STAT: Signal transducers and activators of transcription
TCR: T cell receptor
TGF: Transforming growth factor
TLR: Toll-like receptors
TNF: Tumor necrosis factor
TPM: Tropomyosin
TRT0: Fed immediately after birth
TRT12: Fed at 12 h after birth
TRT6: Fed at 6 h after birth
WGCNA: Weighted gene co-expression network analysis

How the deposited data were processed for this re-analysis (not part of the article)

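RNA from the colon of 27 male Holstein calves, taken at 51 h of age, was sequenced in 3 lanes. The calves belonged to 6 groups, made of 3 colostrum treatments (first fed at 0, 6 or 12 h) and 2 dam parities, with 4 H calves and 5 C calves in each treatment. The treatment and parity of each calf were taken from its label and from Additional file 2, which also gives the number of reads and the percentage mapped. The sequencing lane was taken from the run name of the library.

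The authors deposited raw gene counts, whole numbers of reads per Ensembl gene for each calf. To make these counts the authors discarded reads that failed the chastity filter, aligned the rest to UMD 3.1 with Tophat, sorted the alignments with Samtools and counted reads per gene with HTSeq-count, leaving out reads assigned to more than one gene. The strand setting is not stated, so genes that overlap or lie antisense to each other are uncertain. No normalization had been applied to the deposited counts, and every column was used.

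From the counts, CPM was computed with the formula of the methods, over the sum of gene counts of the calf. Genes with a CPM of 1 or more in all calves were taken as core genes, and genes with a CPM of 1 or more in at least 5 of 9 calves in each treatment (13943 genes) entered the tests. Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM factors (0.886 to 1.15) and the quasi-likelihood test, in a fit of all 27 calves with a mean for each of the 6 groups for the 9 contrasts within treatment or parity. The 4 overall contrasts came from a fit with treatment and parity as additive terms, and the interaction of treatment and parity was tested in the 6-group fit. Genes were called at an adjusted p (Benjamini-Hochberg) of 0.10 and a fold change of 1.2, as in the methods of the paper. The common biological coefficient of variation was 0.223.

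Profiles were compared on CPM for the clustering and on log2(CPM + 1), scaled per gene, for the principal components. Separation was measured as the share of squared distance between groups with 100000 permutations of the labels. Comparisons of single values used exact permutation tests where a group held fewer than 10 calves, and all tests were two-sided apart from those on shares of distance or variance, nearest calves and similarity of calves, which ask whether the value is larger than in permutations. Module genes were taken from Additional file 6, and their mean correlation was compared with 10000 random lists matched on mean expression in 50 bins. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

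Depth limits the low genes. Totals lay between 1163791 and 4202593 counts per calf, so 3 counts, used as the smallest level that can be shown, came to 0.714 to 2.58 CPM. A fold against a group in which no calf exceeded 3 counts was computed against the mean of that level over the group. It leaves out the error of the other group's mean, so it is not a confidence limit. Dam parity and treatment groups were spread unevenly over the lanes, and values within lanes are given where a lane held enough calves.

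The genes named are those named in the results of the paper, any gene that passed in a contrast or in the interaction, and the 5 genes with the highest mean CPM. Names were taken from Additional files 3 and 6, which name 4046 of the identifiers, and genes outside these tables are given by identifier. The naming rule, the groups, the tests of the contrasts and the alternatives were set before the data were examined. Tests chosen after a result was seen, and genes named outside the rule, are marked as such where they are given. The alternatives were edgeR's likelihood ratio and exact tests, DESeq2 1.42.0 with its size factors, library totals without TMM factors, no filter or core genes only, sequencing lane or mapped percentage as a covariate, the compared groups only, the 10 highest genes left out, an adjusted p of 0.05, leaving out each calf in turn, and other scalings and definitions for the profiles.

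The edgeR tests were tested on simulated counts with the means and library sizes of these calves, in which 200 of 13943 genes were changed. The quasi-likelihood test recovered 83.5% of them in TRT0_C vs. TRT0_H, with 11 false calls among 178, and 85.0% in TRT12_C vs. TRT0_C, with 18 false calls among 188. The exact test recovered 86.0% and 85.5% with 37 and 38 false calls among 209 in each, and the likelihood ratio test recovered 85.5% and 88.0% with 42 false calls among 213 and 30 among 206. The simulated changes were of 2-, 4- and 8-fold, of which the quasi-likelihood test recovered 61.3%, 91.4% and 95.6% in TRT0_C vs. TRT0_H and 62.9%, 91.4% and 98.5% in TRT12_C vs. TRT0_C. Changes under 2-fold were not simulated, so the recovery of smaller changes down to the threshold of 1.2 is not known. The simulated counts had no lane effect, and genes varied independently of each other, unlike in the real libraries. Recovery was not separated by expression, so these percentages do not hold for genes with as few reads as RGS2 or CCL14. In a simulated contrast without changed genes, the quasi-likelihood and likelihood ratio tests called 0 genes and the exact test called 6. The profile measures were tested in the same way. A list of 200 genes simulated at a correlation of 0.5 gave a mean r of 0.492, and 200 unrelated genes gave −0.00114.

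The PANTHER annotation, the network construction and the bacterial abundances were not analysed here. The full list of immune related genes was not used because only part of it was at hand. IL10, NFKB1, TNF, TLR2, TLR4, CLDN4 and PGLYRP1 were not analysed because no table at hand pairs them with identifiers. The annotation given for this work is of another build than UMD 3.1, so no coordinates are given.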

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

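The counts of regroupings for the interaction and the tests that leave out each calf for the modules were chosen only after the results were seen. Of 159 values in groups of 4 to 10 calves that were examined for a calf far from the others, 9 had such a calf, and 7.95 would be found by chance. The 9 values, which come from 6 calves with 3 of them from X4122_2_H, are therefore about as many as chance gives.

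The treatment effect on RGS2 differed between H and C calves. Its interaction of treatment and parity had an adjusted p of 0.0559 (edgeR's quasi-likelihood test), past the threshold of 0.10. RGS2 rose from TRT0_H to TRT6_H and TRT12_H, and fell from TRT0_C to TRT12_C. As technical explanations, the lane, the mapped percentage and the library total were weighed. With lane in the model the log2 fold change of TRT12_C vs. TRT0_C was −2.85, and with mapped percentage it was −2.75, against −2.75 without either. In TRT6_H vs. TRT0_H the log2 fold change was 3.03 with lane and 3.02 with mapped percentage, against 3.02 without either. In TRT0_C vs. TRT0_H it was 3.09 and 3.04, against 3.05. The rise from TRT0_H to TRT12_H is not covered by these values. Inside lane 2, RGS2 was 7.55 to 10.2 CPM in TRT0_C and 0 in TRT12_C, and 1.27 to 1.44 CPM in TRT0_H and 5.73 to 7.22 CPM in TRT6_H. Inside lane 1, it was 0 to 0.412 CPM in TRT0_H and 3.14 to 10.3 CPM in TRT6_H. Lane alone therefore does not give these opposite directions, although the only TRT12_H calf in lane 2, at 1.31 CPM, lay between the TRT0_H calves of that lane. The mean mapped percentage was 86.0 in TRT12_C and 86.2 in TRT0_C, so it could hardly move that contrast and does not test it there. It was 90.4 in TRT0_H, and TRT0_C vs. TRT0_H hardly moved with it in the model (3.04 against 3.05). With mapped percentage as a covariate the interaction had an adjusted p of 0.0826 (edgeR's quasi-likelihood test). RGS2 CPM had no clear relation to the log2 total count (r = −0.247, rho = −0.279, permutation p = 0.216 and 0.158, adjusted over 8 relations 0.247 and 0.181). Without the 2 calves farthest from the median total, r was −0.349 (permutation p = 0.0857), and within lanes r was −0.316 in lane 1 and −0.0515 in lane 2 (permutation p = 0.353 and 0.877). The call itself was less firm. With lane as a covariate the interaction had an adjusted p of 0.312 in edgeR, and over the alternatives it ranged from 2.03e-06 to 0.312. In 10 of 100 regroupings of the calves, the real one included, at least 1 gene was called in the interaction, and in 80 of 100 at least as many genes (371) had an unadjusted p under 0.05. A share of 10 in 100 is about what the threshold of 0.10 gives by itself, so this count does not test RGS2, whose own values in the regroupings were not computed. A hypothesis that RGS2 responds to colostrum timing differently by dam parity may be kept as one to test in other calves, as the difference rests on 0 to 23 reads per calf.

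The TRT6_H calf X4122_2_H stood apart in 3 values. Its CALR was 1070 CPM against 634 to 657 in the other TRT6_H calves, its Red eigengene was 0.448 against −0.111 to −0.0189, and its Grey eigengene was −0.776 against −0.0363 to −0.00996. With TMM-normalized log2 CPM the largest share of the squared values of the Grey eigengene was 13.4%, in another calf (X4158_3_C), against 60.3% in X4122_2_H here, so its place in that module depends on the scaling. It also held 64.2% of the squared values of the Lightgreen eigengene. Its library had 1264884 counts, near the low end, and 84.3% of its reads mapped. Without it the mean correlation of the Lightgreen genes fell from 0.47 to 0.261, the lowest with any calf left out, and stayed above all matched random lists. As the paper's network put these genes together for their shared variation in the same calves, a value above random lists is no independent test, and whether the coexpression rests on this calf cannot be told. For the other modules, whose correlations lay below or within the random lists to begin with, the lowest values with a calf left out were 0.0595 (Greenyellow), 0.0592 (Red) and 0.0104 (Grey), which cannot tell. No biological explanation was tested, as the design gives none for a single calf. Among TRT12_H calves, X4117_3_H had a Grey eigengene of 0.535 against 0.0169 to 0.0575. X4117_3_H was sequenced in lane 3, with 81.2% of its reads mapped.

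CCL14 was at 17.0 CPM in X4151_2_C against 8.59 to 10.8 in the other TRT6_C calves, and it was the lane 2 calf of that group. In TRT12_H, X4128_3_H had 1.97 CPM of CCL14 against 7.61 to 8.75, and 1605 CPM of DES against 1150 to 1211, and it was also the lane 2 calf of its group. Each of these groups had 1 calf in lane 2. It was the highest in CCL14 in TRT6_C and the lowest in TRT12_H, so an effect of lane 2 in one direction would not give both values. No biological explanation was tested. X4134_2_C had 1026 CPM of ACTG1 against 1339 to 1405 in the other TRT6_C calves. It was sequenced in lane 1 with 82.4% of its reads mapped, and no explanation was tested.

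In X4159_3_C, 68.2% of the reads mapped against 88.3% to 92.0% in the other TRT12_C calves. Its total of 1364047 counts was low but within the range of the other calves. This value is technical by its nature and comes from Additional file 2, and whether it carries into the profiles is weighed under the observations on the first principal component.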

How the results depend on the processing

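In all, 42 results were recomputed under 387 alternatives. Direction and side of the threshold, or the value within its spread, held in 317, while 54 values moved, 14 became stronger, 1 became weaker and 1 reversed. The cause was not tested in any of these. The 81 fits that each left out a calf covered the 9 contrasts within treatment or parity. In them 0 genes were called, as with all calves in these contrasts, and the 4 log2 fold changes of RGS2 and CCL14 kept their sign. The 4 overall contrasts and the interaction, which called RGS2 with all calves, had no such fits.

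Calls depended most on the test. The quasi-likelihood test called 0 genes in all 13 contrasts (251 to 1376 genes at an unadjusted p under 0.05). With edgeR's likelihood ratio test, 1 gene was called in TRT6_H vs. TRT0_H, 1 in TRT6_C vs. TRT0_C, 2 in TRT12_C vs. TRT0_C, 1 in TRT0_C vs. TRT0_H, 1 in TRT6_C vs. TRT6_H, 2 in C vs. H and 2 in the interaction. With edgeR's exact test on the compared groups, 8 were called in TRT6_H vs. TRT0_H, 3 in TRT12_H vs. TRT0_H, 3 in TRT12_H vs. TRT6_H, 5 in TRT6_C vs. TRT0_C, 82 in TRT12_C vs. TRT0_C (44 higher and 38 lower), 5 in TRT12_C vs. TRT6_C, 7 in TRT0_C vs. TRT0_H, 7 in TRT6_C vs. TRT6_H, 9 in TRT12 vs. TRT0, 2 in TRT12 vs. TRT6 and 1 in C vs. H. With DESeq2, 1 was called in TRT12_H vs. TRT0_H, 1 in TRT6_C vs. TRT0_C, 4 in TRT12_C vs. TRT0_C, 1 in TRT0_C vs. TRT0_H, 2 in TRT6_C vs. TRT6_H, 51 in TRT12 vs. TRT0 (48 higher and 3 lower) and 1 in C vs. H, and 4 comparisons of the immune related genes passed. On simulated counts with 200 changed genes the likelihood ratio and exact tests made more false calls than the quasi-likelihood test. Without changed genes, the likelihood ratio and quasi-likelihood tests made 0 calls and the exact test 6.

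Without a filter, 1 gene was called in TRT12_C vs. TRT0_C, 1 in TRT12_C vs. TRT6_C, 1 in TRT12_C vs. TRT12_H, 1 in TRT12 vs. TRT6 and 3 in C vs. H. With lane as a covariate, 4 were called in TRT12_C vs. TRT0_C, 1 in TRT6 vs. TRT0, 1 in TRT12 vs. TRT0 and 0 in the interaction. With the quasi-likelihood fit on the compared groups only, 2 were called in TRT12_C vs. TRT0_C and 1 in TRT0_C vs. TRT0_H. The interaction had 0 calls at an adjusted p of 0.05 and 0 among the core genes only, where RGS2 is not included. Library totals without TMM factors, mapped percentage as a covariate and leaving out the 10 highest genes called 0 genes in each contrast in which they were run.

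For RGS2 the log2 fold change passed the threshold in TRT6_H vs. TRT0_H with the likelihood ratio test (3.02) and the exact test (3.01). In TRT12_C vs. TRT0_C it passed with the likelihood ratio test (−2.76), the exact test (−2.74) and DESeq2 (−2.84), and in TRT0_C vs. TRT0_H with the same tests (3.04, 3.05 and 3.14). CCL14 in TRT6_C vs. TRT6_H passed with them too (2.09, 2.09 and 2.12).

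The number of expressed genes moved with its definition. It was 16907, 16290 and 16581 in TRT0, TRT6 and TRT12 with 1 read or more, 11841, 11127 and 11618 with 10 reads or more, and 15891, 15605 and 15571 with 1 read or more after sampling every library down to the smallest total. TRT6 had the lowest mean in the definitions by reads without sampling, and TRT12 in the others. The correlation of the first principal component with the mapped percentage weakened to −0.330 with TMM-normalized log2 CPM and rose in size to −0.555 with log2(CPM + 1) not scaled (permutation p = 0.092 and 0.00165). With TMM-normalized log2 CPM the mean correlation within modules rose to 0.129 (Greenyellow), 0.11 (Red) and 0.0244 (Grey), past the matched random lists. The difference in correlation between calves of the same and of different groups reversed to 0.000269 with values centred within lanes. Of results on single genes, the means of 5 genes of Table 2 moved when the 10 highest genes were left out of the totals, and the immune comparisons adjusted over their list alone fell from 13 to 8 at an adjusted p of 0.05. Over the other alternatives they ranged from 9 with library totals without TMM factors to 19 with lane as a covariate.

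Depth limits RGS2 and CCL14 most. With 0 to 23 and 1 to 45 reads per calf, their values in the lowest groups are at or near the smallest level that can be shown. The core genes only setting gives no value for either gene.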

Differences from the paper's values

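The log2 fold changes of RGS2 and CCL14 were within their standard errors of the paper's values in Table 1, and the adjusted p were not. For RGS2 in TRT6_H vs. TRT0_H the adjusted p was 1.00 from edgeR's quasi-likelihood test against the paper's FDR of 0.032. None of the alternatives set before the data were examined came within 1.5 times the paper's value, but edgeR's likelihood ratio test (adjusted p = 0.0168) and exact test (adjusted p = 0.00536) called the gene, as the paper does. Over all alternatives it ranged from 0.00536 to 1.00.

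For RGS2 in TRT12_C vs. TRT0_C the adjusted p was 0.383 against the paper's 0.002. The edgeR likelihood ratio test gave 0.00262, which closed the gap. The exact test (9.94e-06 in edgeR) and DESeq2 (adjusted p = 0.0176) called the gene at other values, and the range over the alternatives was 9.94e-06 to 0.788.

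For RGS2 in TRT0_C vs. TRT0_H the adjusted p was 0.582 against the paper's 0.006. No alternative set before the data were examined came within 1.5 times of it, although the gene was called with edgeR's likelihood ratio test (adjusted p = 0.00346), its exact test (adjusted p = 2.36e-05) and DESeq2 (adjusted p = 0.0757). The range was 2.36e-05 to 1.00.

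For CCL14 in TRT6_C vs. TRT6_H the adjusted p was 0.414 against the paper's 0.029. The edgeR likelihood ratio test gave 0.0264, which closed the gap. The exact test in edgeR (adjusted p = 0.00112) and DESeq2 (adjusted p = 0.0754) also called the gene, and the range was 0.00112 to 1.00.

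The paper calls RGS2 in TRT6_H vs. TRT0_H, TRT12_C vs. TRT0_C and TRT0_C vs. TRT0_H, and CCL14 in TRT6_C vs. TRT6_H, and the quasi-likelihood test called 0 genes there (466, 1376, 352 and 538 genes at an unadjusted p under 0.05). With the likelihood ratio test all 4 were called. That test also called ENSBTAG00000045632 in TRT6_C vs. TRT0_C (adjusted p = 0.0438) and in TRT12_C vs. TRT0_C (adjusted p = 0.00267), and MIR2904-1 (adjusted p = 0.0535) and ENSBTAG00000031825 (adjusted p = 0.0577) in C vs. H, which the paper does not name. These 3 genes were singled out after their values were seen.

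Other counts were within 1.5 times of the paper's. The core genes numbered 11734 against the paper's 12678, with alternatives from 11732 to 12767. The deposited table lists 24616 genes against the paper's 24617. The filter for the tests left 13943 genes, with alternatives of 14859 and 14390, while the paper gives 15578 genes as input of the network. The paper does not state how these were chosen. Of the 1504 Grey genes listed, 1164 passed the filter used here. The network therefore took in genes outside it, and the numbers are not the same quantity. Expressed genes per calf were 14625, 14503 and 14353 in TRT0, TRT6 and TRT12 against the paper's 15935, 15332 and 15539. In the paper TRT6 has the lowest mean, as with 1 read or more and 10 reads or more here, while with a CPM of 1 or more TRT12 has. The Grey module lists 1504 genes against the paper's 1505. The second principal component held 12.6% of the variance against about 11% in Fig. 2b, read by eye.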

Other observations

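The tests of mapped percentage and lane for the tree, the counts of splits for the exact test, the splits that follow a lane and all tests on genes with a wide gap between calves were chosen only after the result was seen.

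Each contrast was set against other splits of the same calves. Among the contrasts of 4 H calves against 4, with all 35 splits, at least as many genes with an unadjusted p under 0.05 were found in 19 splits for TRT6_H vs. TRT0_H (466 genes), 25 for TRT12_H vs. TRT0_H (497 genes) and 35 for TRT12_H vs. TRT6_H (251 genes). Among 100 of the 126 splits, as many were found in 97 for TRT6_C vs. TRT0_C (272 genes), 5 for TRT12_C vs. TRT0_C (1376 genes), 23 for TRT12_C vs. TRT6_C (936 genes), 54 for TRT0_C vs. TRT0_H (352 genes), 60 for TRT6_C vs. TRT6_H (538 genes) and 78 for TRT12_C vs. TRT12_H (374 genes). For the overall contrasts the numbers were 69 of 100 for TRT6 vs. TRT0 (438 genes), 8 for TRT12 vs. TRT0 (1307 genes), 67 for TRT12 vs. TRT6 (438 genes) and 79 for C vs. H (352 genes). No contrast had a share under 0.05, and the quasi-likelihood test called 0 genes in each. TRT12_C vs. TRT0_C came nearest.

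The genes that edgeR's exact test called were counted in the same way. As many called genes were found in 14, 21 and 24 of 35 splits for TRT6_H vs. TRT0_H, TRT12_H vs. TRT0_H and TRT12_H vs. TRT6_H. Of 100 splits, they were found in 40 for TRT6_C vs. TRT0_C, 8 for TRT12_C vs. TRT0_C (82 genes), 33 for TRT12_C vs. TRT6_C, 24 for TRT0_C vs. TRT0_H and 35 for TRT6_C vs. TRT6_H. For TRT12_C vs. TRT12_H all 100 had as many, since 0 genes were called in the real split, and this cannot tell. The splits were not restricted by lane, so that splits which happen to follow a lane can raise these numbers. Single genes such as RGS2 were not tested in this way.

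Splits that put lanes on opposite sides gave more genes than some real splits. With the TRT6_H and TRT0_H calves split into those of lane 1 and the rest, 939 genes had an unadjusted p under 0.05 and the exact test called 76, against 466 and 8 for the real split, in which each group has 2 calves in each of these lanes. With the TRT0_C and TRT0_H calves split into those of lane 2 and the rest, 1713 genes had an unadjusted p under 0.05 and the exact test called 496, against 352 and 7. For TRT12_C vs. TRT12_H the lane split gave 484 genes and 1 call against 374 and 0. For TRT6_C vs. TRT6_H it gave 515 genes and 5 calls against 538 and 7, and for TRT12_C vs. TRT0_C it gave 953 genes and 12 calls against 1376 and 82. TRT0_C and TRT0_H shared only lane 2, as did TRT12_C and TRT0_C, and 2 lanes held calves of only 1 of the groups. TRT12_C and TRT12_H shared lanes 1 and 2, and lane 3 held H calves only. In these contrasts lane and condition cannot be told apart in full. The quasi-likelihood test called 0 genes in these lane splits as well.

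In TRT12 vs. TRT0, where DESeq2 called 51 genes, 48 were higher in TRT12, and 4 of 11 immune related genes passed when adjusted over their list alone (ACTG1, CALR, CANX and HSPA8 had the lowest p). The log2 fold changes were 0.32 for ACTG1, 0.47 for CALR, 0.34 for CANX and 0.34 for HSPA8 (SE 0.10, 0.16, 0.12 and 0.13, adjusted p over all genes 0.421, 0.421, 0.434 and 0.434 from edgeR's quasi-likelihood test). A small shift common to many genes in TRT12 may be present, but 8 of 100 splits of the calves gave as many genes with an unadjusted p under 0.05 in the quasi-likelihood test. Of the genes that edgeR's exact test called in this contrast, some were higher and some lower in TRT12, without such a one-sided direction. The calls of DESeq2 and their direction were not tested on other splits. The shift is a hypothesis for a larger group of calves.

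The calves spread widely along the first principal component, on which no difference by treatment or parity was detected. Of its variance, 24.8% lay between lanes (permutation p = 0.0344, adjusted p = 0.206 over 6 tests). Its correlation with the mapped percentage was r = −0.441 (rho = −0.468, permutation p = 0.0185 and 0.0142, adjusted over 8 relations 0.0707 and 0.0379). Without the 2 calves farthest from the median, r was −0.374 (permutation p = 0.0645). Within lanes, r was −0.448 in lane 1 (permutation p = 0.165) and 0.0332 in lane 2 (permutation p = 0.933), so that it kept its size in lane 1 and was not found in lane 2. The mapped percentage ranged from 68.2% to 92.0% in lane 1 but only from 88.0% to 92.4% in lane 2, where a relation could hardly be seen. The correlation with the log2 total count was r = −0.379 (rho = −0.447, permutation p = 0.0513 and 0.0205), −0.520 without the 2 farthest calves (permutation p = 0.00829), −0.406 in lane 1 and −0.445 in lane 2 (permutation p = 0.215 and 0.171). A mix of muscle and epithelium was tested with 7 and 9 marker genes written down before. The difference of their mean log2 values had r = −0.384 with the component (rho = −0.393, permutation p = 0.0476 and 0.043), −0.232 without the 2 farthest calves (permutation p = 0.262), and −0.417 and −0.184 in lanes 1 and 2 (permutation p = 0.202 and 0.585). Adjusted over the 8 relations, both had permutation p of 0.0822. For rho the adjusted permutation p were 0.0409 for the total count and 0.0689 for the mix. Lane, total count and mapped percentage cannot be excluded as candidate explanations. The total count kept its sign in both lanes and without the farthest calves, although r over all calves was under the size of 0.5 set before as the prediction. The r of the mapped percentage (−0.441) and of the mix (−0.384) over all calves were under that size too. The relation to the mix was weaker without the farthest calves. None of these accounts for most of the component. The TMM factors were not tested against it. Seen afterwards, the calves at −40.6 or below on the component had TMM factors of 1.05 to 1.15. The calves at 40.4 or above had factors of 0.886 to 0.971, without overlap. The values behind the component were not scaled by these factors, so the scaling of the libraries cannot be excluded either. The second component also had a relation to the mapped percentage (r = −0.423, rho = −0.496, permutation p = 0.0265 and 0.00945, adjusted over 8 relations 0.0707 and 0.0378). There r was −0.662 without the 2 farthest calves, X4159_3_C and X4154_2_C (permutation p = 0.00033). It was −0.0684 in lane 1 and −0.113 in lane 2 (permutation p = 0.861 and 0.800). The lane 1 value includes X4159_3_C, at 68.2% mapped and −25.1 on the second component. The next lowest calf of that lane, X4134_2_C, had 82.4% mapped and 74.3 on the component. As r in lane 1 was not computed without X4159_3_C, and the range in lane 2 is narrow, the lanes do not decide on this relation. Whether lane stands for sequencing or for the calves placed in it cannot be told apart.

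In the tree of CPM, the branches of 8 and 19 calves were first thought to follow RN7SL1, a gene of high CPM, but RN7SL1 held 0.975% of the summed squared distance. Seen afterwards, ENSBTAG00000043570 held 58.3%, ENSBTAG00000046351 18.7% and ENSBTAG00000043567 17.6%, which is a description and not a test. The CPM tree may therefore say little of other genes. Distances between calves rose with their difference in mapped percentage (r = 0.234 over pairs, permutation p = 0.0106), and 26.5% of the squared distance lay between lanes (permutation p = 0.0057). Both are candidate explanations, and as mapped percentage differs by lane they cannot be told apart. No biological explanation was tested beyond treatment and parity.

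The number of genes with 1 read or more rose with the total count (r = 0.721), as depth alone would give. After sampling every library down to the smallest total, TRT6 differed from TRT0 by −286 genes (exact permutation test, p = 0.191), in place of −617. Sampling hardly moved the difference between TRT12 and TRT0, which was −326 genes before and −320 after it (exact permutation tests, p = 0.409 and 0.248).

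The Grey module is the one to which network construction assigns genes that fit no other module. The mean correlation of its genes was 0.0125, the lowest of the 4 modules, and 0.0244 with TMM-normalized log2 CPM, again the lowest. Genes left over by a network of the same calves would have a low value in any case. The first value lay below all matched random lists, but the Red and Greenyellow modules were low among theirs too (percentiles 0.25 and 6.19), and the second lay above them. Whether the correlation of this module with bacterial abundance rests on unrelated genes can therefore not be told from these values. The correlation itself is not analysed here.

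Some genes had a wide gap in CPM between calves, which the paper does not report. The rule was chosen after values were seen. With at least 3 calves on each side of a gap in log2(CPM + 1), 18 genes had a gap of 2 or more, 11 of 3 or more and 4 of 4 or more. The calves below the gap were near 0 in some of the 18 genes only, and the highest value below it ranged from 0 CPM in ENSBTAG00000045747 to 178 CPM in MIR2904-1. ITLN2 was at or under 0.656 CPM in 7 calves and at or above 32.7 CPM in 20. GP2 was at or under 13.9 CPM in 13 calves and at or above 88.3 CPM in 14. ENSBTAG00000045747 had no read in 11 calves and at least 35.3 CPM in 16. These were named after their values were seen, and 5 of the 18 have a name in the tables at hand. ENSBTAG00000045632, which the likelihood ratio test called, is among the 18, at or under 15.6 CPM in 17 calves and at or above 105 CPM in 10. Of the 18 genes, 3 differed by lane, 2 by mapped percentage, 0 by library total and 0 by treatment and parity group at an adjusted permutation p of 0.10. The lowest adjusted permutation p were 0.0522, 0.0594, 0.849 and 0.319. With the gap of 3 or more the numbers were 3, 2, 0 and 0, and with 4 or more 1, 1, 0 and 0. For most of these genes neither lane, mapped percentage nor total count accounts for the pattern. A candidate explanation is a variant carried by some calves, or reads shared with a near-identical copy of the gene, but neither was tested, and sampling of tissue with or without a given cell type was not tested either.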
